# Long-Term Impact of Western Diet on Right Ventricular Transcriptome: Uncovering Sex-Specific Patterns in C57BL/6J Mice

**DOI:** 10.3390/ijms27010259

**Published:** 2025-12-26

**Authors:** Ani Stepanyan, Siras Hakobyan, Agnieszka Brojakowska, Malik Bisserier, Roksana Zakharyan, Suren Davitavyan, Tamara Sirunyan, Gisane Khachatryan, Mary K. Khlgatian, Shihong Zhang, Ania Baghoomian, Susmita Sahoo, Lahouaria Hadri, Venkata Naga Srikanth Garikipati, Arsen Arakelyan, David A. Goukassian

**Keywords:** Western diet, right ventricle, transcriptome, sex

## Abstract

The Western diet (WD) has been linked to various structural and functional alterations in the left ventricle (LV), but the molecular response of the right ventricle (RV) remains largely unknown. Given the RV’s distinct anatomical and functional characteristics, it is crucial to understand how long-term WD exposure affects RV gene expression, especially in a sex-specific context. Our objective was to perform gene expression profiling of the RV late responses to WD in wild-type mice. Male and female C57BL/6J mice were fed a WD for 125 days from 300 to 425 days of age, and RV tissues were collected at 530 and 640/750 (female/male) days. mRNA sequencing was performed on RV tissues to identify differentially expressed genes (DEGs) between WD-fed and normal diet (ND)-fed groups. Data processing and analysis were conducted using the STAR aligner and DESeq2. WD-induced RV transcriptomic changes were characterized by differential expression of genes associated with cardiac remodeling and transcriptional regulation in both sexes. In females, additional genes showing altered expression were associated with immune response, whereas in males, changes were more limited, primarily involving genes related to circadian rhythm and cardiac remodeling. Echocardiography revealed modest, sex-specific differences: WD-fed females showed a decrease in right-ventricular internal diameter in diastole and a trend toward increased pulmonary trunk diameter, whereas males showed no notable changes. These exploratory results suggest that WD is associated with modest transcriptomic changes in the RV in both sexes, with only minor structural differences observed in females, indicating subtle sex-specific effects after a switch to normal chow.

## 1. Introduction

The Western diet (WD) has been widely associated with an increased risk of cardiovascular diseases (CVD) and is known to contribute to cardiac structural alterations and impaired function. While numerous studies have demonstrated the WD-associated functional, structural, and transcriptomic alterations in the left ventricle (LV) [1,2,3], the specific impact of WD on right ventricular (RV) structure and function, particularly in the context of gene expression in RV tissue, remains poorly understood. A significant knowledge gap remains on whether WD induces intrinsic, RV-specific molecular remodeling or whether the observed changes are secondary to systemic metabolic disturbances and pulmonary vascular remodeling. Clarifying this distinction is essential for understanding the direct impact of dietary factors on RV pathophysiology and for developing targeted therapeutic strategies. These two cardiac chambers are distinctly characterized by their different developmental origins, structural makeup, cellular profiles, and, as a result, their functional responses to varying hemodynamic environments [4]. Given these biological differences, it is important to investigate whether the RV exhibits unique vulnerabilities to diet-induced metabolic stress. Moreover, it has been demonstrated that RV functional impairment is a key predictor of heart failure, pulmonary hypertension, mortality, and poor outcomes in LV-related diseases [5]. This highlights the need to investigate the molecular signatures underlying conditions associated with RV dysfunction and emphasizes the clinical relevance of understanding RV-specific pathophysiology, particularly in highly prevalent conditions such as those induced by WD. Few animal studies have established a link between WD, metabolic stress, and hemodynamic stress in the RV [6]. A high-fat WD was shown to differentially affect lipid deposition in the LV and RV, resulting in more pronounced effects on RV diastolic function compared to systolic function in male C57Bl/6 mice [6]. In a recent study, total RNA sequencing of the RV revealed upregulation of MAPK8, increased expression of the extracellular matrix (ECM) component fibronectin, and abnormal cytokine production, along with T-cell proliferation, in a WD-fed preclinical model of cardiometabolic heart failure in female Ossabaw swine [7]. Despite these findings, the comprehensive characterization of RV-specific transcriptional adaptations to WD remains limited. Moreover, the long-term or persistent effects of diet withdrawal on these adaptations remain poorly understood. There is a notable gap in research regarding sex-based differences in RV responses to WD despite well-documented differences in cardiac metabolism, immune signaling, and stress response pathways between males and females [8,9,10]. Therefore, a thorough investigation of WD-induced changes in the RV function of both sexes, including long-term effects, is crucial for understanding the full extent of risks that high-fat diets pose on RV function. Long-term studies are particularly important, as WD can induce lasting metabolic and epigenetic changes that may persist even after a return to healthier dietary conditions [11,12].

We previously reported distinct sex-specific and age-associated differences in the LV transcriptome signature between WD-fed male and female C57BL/6J mice [3]. These findings suggest that sex may influence cardiac transcriptional responses to metabolic stress, further supporting the importance of investigating sex-specific differences in the RV. The current study involved the same animals that were fed a WD for a relatively long duration (125 days), with potential alterations examined in the later stages of their lives, specifically at 125 and 215/325 (female/male) days following the termination of WD and switch to normal mouse chow. Our goal was to perform gene expression profiling of the RV late responses to WD in male and female wild-type C57BL/6J mice and to identify genes or processes with the greatest sex-linked changes in RV tissue. By employing this experimental framework, our study directly addresses these critical gaps by delineating RV-specific, sex-dependent, and persistent transcriptional consequences of WD exposure.

## 2. Results

Echocardiographic analysis revealed no significant differences in RV structure or function between the normal diet (ND) and WD groups in male mice, with all measured parameters, including body weight, heart rate, pulmonary trunk diameter, pulmonary valve peak gradient, and pulmonary valve peak velocity (PVmax), being similar between the groups. In female mice, right ventricular internal diameter in diastole (RVIDd) was significantly decreased in WD-fed animals compared to ND controls (*p* < 0.02) (Figure 1C,I). While not statistically significant, we observed slightly larger pulmonary trunk diameter and lower PVmax and peak gradient in both sexes (Figure 1). Overall, the observations in females may reflect minor diet-related alterations in RV measurements, whereas no clear effects were observed in males.

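Right ventricular (RV) RNA from 39 mice was sequenced as poly-A libraries: 10 WD and 10 ND males, and 10 WD and 9 ND females. Males were collected at 530 d (5 per diet) or 750 d (5 per diet), and females at 530 d (5 WD, 4 ND) or 640 d (5 per diet). The authors deposited the number of reads they counted on each gene with HTSeq-count, without normalization. The paper states that its gene model was kept to 500 bp at the 3′ end of each gene. Between 12282254 and 20343009 reads per library were counted on genes, with a median of 15476026. In females the median was 16565354 (WD, 530 d), 13120068.5 (ND, 530 d), 15013515 (WD, 640 d) and 18257998 (ND, 640 d). In males it was 16457299 (WD, 530 d), 18495282 (ND, 530 d), 14178077 (WD, 750 d) and 13619428 (ND, 750 d). A gene was tested when it had more than 20 counts in all 39 libraries, the authors' filter, which left 10995 genes. Counts were scaled by edgeR's TMM method and expressed as CPM, the counts of a gene scaled to a common library size, and WD was compared with ND within each sex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with DESeq2, the authors' tool, as an alternative. Gene positions are those of GRCm39 in GENCODE vM39, which may not be the authors' annotation, and the strand setting of the counting is not stated in the paper's text.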

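Some libraries listed as separate mice had almost the same counts. For each pair of libraries, the difference between the 2 counts of a gene was set against the difference that counting error alone gives, as a chi-square per gene averaged over 10784 genes. Among the pairs of the 39 libraries, 11 had a mean chi-square of 1.72 to 3.33, and the others had 10.7 or more, with a median of 122. The 11 pairs joined 11 libraries into 4 groups, each of a single sex, diet and age: 4 WD males at 530 d (M12 to M15), 3 WD females at 640 d (F32, F33, F35), 2 ND females at 530 d (F6, F7) and 2 ND females at 640 d (F29, F30). Their RIN values differed within a group, for example 4.1 and 5.6 in the ND females at 640 d. The comparisons keep the 39 libraries as separate mice, as the paper's Table S3 lists them. In an alternative chosen after seeing the data, the counts of each group were summed into 1 column, so that near-identical libraries were counted once, which left 7 WD and 10 ND males and 8 WD and 7 ND females.

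**Figure D1:**
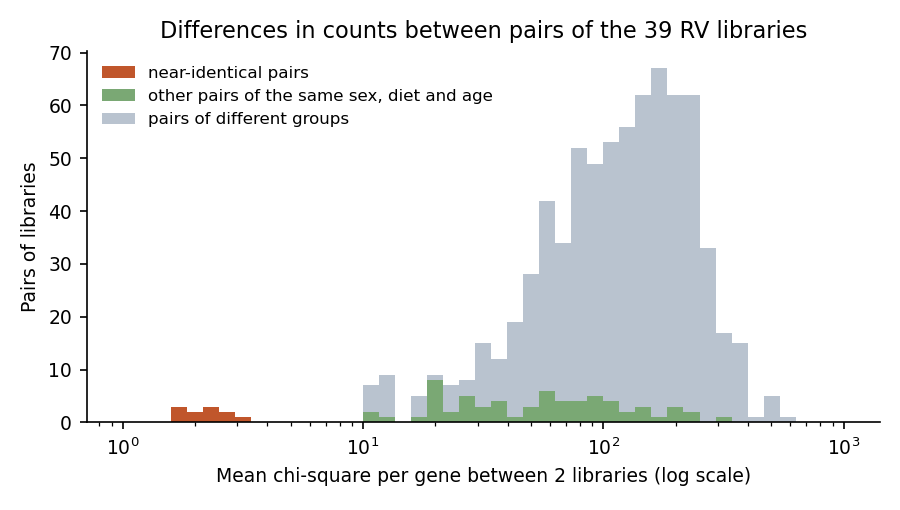
Number of pairs of the 39 libraries (y axis) by their mean chi-square per gene (x axis, log scale), coloured by near-identical pairs, other pairs of the same sex, diet and age, and pairs of different groups. The 11 near-identical pairs lie between 1.72 and 3.33, below all other pairs, which start at 10.7.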

Principal component analysis (PCA) was performed to assess the global variability in our samples. 

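The labels of the 39 libraries were checked against sex-linked transcripts. Xist was between 5.67 and 7.55 log2 CPM in the 19 female libraries and between -2.97 and -0.38 in the 20 male libraries. The Y-linked gene Ddx3y was between 5.43 and 6.57 log2 CPM in males and between -2.97 and -1.82 in females. Eif2s3y (5.08 to 6.49), Kdm5d (1.89 to 4.07) and Uty (2.87 to 4.20) were also expressed in the male libraries. With diet in the model, 5045 of the 10995 genes differed between females and males at an edgeR adjusted p under 0.05. Of the alternatives tried, restricting the comparison to the 530 d libraries moved this count most, to 8100 genes. Mean RIN was 1.09 higher in the female than in the male libraries, so these counts do not separate sex from RNA integrity. At 530 d mean RIN was 7.22 (WD) and 7.00 (ND) in females, against 5.10 (WD) and 5.34 (ND) in males.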

The separation of samples into clusters representing each sex indicated different transcriptome profiles in the RV of male and female mice (Figure 2A). ANOVA test on principal components indicated that sex and diet corresponded to the first and eighth principal components (PC), accounting for 34.2% and 1.2% of the variability in the expression data, respectively, while RIN was associated with the thirty-fifth PC, explaining 0.4% of the data variability (Figure 2B). However, the RIN values were substantially different between some experimental groups (Supplementary Figure S1); therefore, we combined samples from different collection time points and performed differential expression analysis between normal and WD-fed groups, irrespective of time. 

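Principal components were computed from DESeq2's variance-stabilised counts of the 500 most variable genes. PC1 held 33.4% of the variance (jackknife standard error 5.38), and between 29.7% and 34.4% with each library left out in turn. The 38 components were tested against sex, diet and age group by two-sided permutation tests and against RIN by correlation, 152 tests in all. On PC1 the sexes differed before adjustment (permutation test, p = 0.0281, 12.4% of the spread of the score), but not after it (adjusted p = 0.492). Sex was associated with PC2, which held 21.6% of the variance (difference of means 9.86, permutation test, adjusted p = 0.00507), and with PC3, which held 15.8% (difference 8.68, adjusted p = 0.00380). RIN was also associated with PC2 (r = 0.913, Spearman rho = 0.911, permutation p = 1e-05 for each, the smallest possible, adjusted p = 0.00152). Without the 2 libraries farthest from the median RIN, r was 0.896, and within groups it was 0.910 in males, 0.900 in females, 0.874 on ND and 0.935 on WD. Age group was associated with PC3 (difference of means 8.22, permutation test, adjusted p = 0.00836), as it was with all genes past the filter (adjusted p = 0.00253) and with log2 CPM (adjusted p = 0.00304), but with no component when genes were scaled to unit variance. Diet was associated with PC7, which held 1.30% (difference of means 2.08, permutation test, p = 8.6e-04, adjusted p = 0.0261). Under the alternatives PC1 held 32.3% to 36.8%, and no component was associated with diet when all genes past the filter were used or when genes were scaled to unit variance. With near-identical libraries counted once, no component was associated with diet, sex or age group after adjustment, and PC1 held 32.8%.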

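In females the RIN was 7.02 ± 0.61 (SD, n = 10) on WD and 6.00 ± 1.17 (SD, n = 9) on ND, a difference of 1.02 (exact permutation test, two-sided, p = 0.0279). The difference was largest in the 640 d females, where the RIN was 6.82 ± 0.56 on WD and 5.20 ± 0.73 on ND (n = 5 each, difference 1.62, exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow, adjusted p = 0.0317 over the 4 sex and age groups). With each of these mice left out in turn, the difference stayed between 1.345 and 1.82. Counting near-identical libraries once gave a difference of 1.59 (exact permutation test, p = 0.0571, smallest possible p 0.0286). At 530 d the females had 7.22 ± 0.64 (SD, n = 5) on WD and 7.00 ± 0.75 (SD, n = 4) on ND (exact permutation test, p = 0.667). In males the RIN was 5.69 ± 1.25 on WD and 5.20 ± 1.26 on ND (SD, n = 10 each, permutation test, p = 0.400). At 530 d it was 5.10 ± 0.72 and 5.34 ± 1.06 (n = 5 each, exact permutation test, p = 0.690), and at 750 d 6.28 ± 1.47 and 5.06 ± 1.56 (n = 5 each, exact permutation test, p = 0.214).

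**Figure D2:**
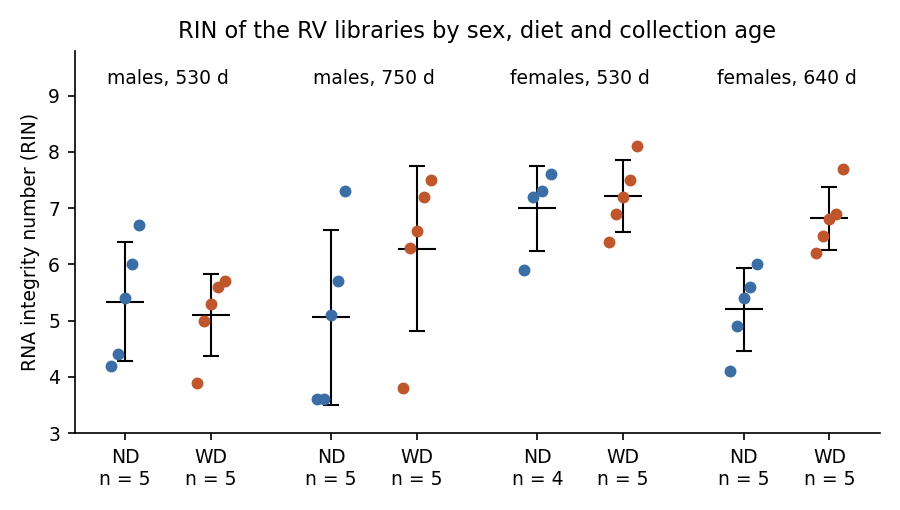
RIN of each library (y axis, points) by sex, age in days and diet (blue ND, orange WD), with the mean and SD (bars). WD and ND part in the 640 d females, at 6.82 and 5.20 on average.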

Further, to evaluate whether sample collection age contributed to transcriptomic variation, we performed exploratory PCA and heatmap analyses stratified by sex, diet, and age (530 days; 640/750 days). These analyses suggested some age-related effects; however, age alone did not explain the separation observed between the WD and ND groups (Supplementary Figures S2 and S3).

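With the collection ages apart, 1 gene differed between WD and ND in females at 530 d and 4873 genes (2533 higher, 2340 lower on WD) at 640 d (edgeR's quasi-likelihood test, adjusted p under 0.05). The gene at 530 d was Dbp (log2 fold change -0.78, standard error 0.09, edgeR adjusted p = 0.0287), and 684 genes had an unadjusted p under 0.05. Dbp was not past the threshold without F11, F12, F13, F14, F6, F7 or F9, which each gave 0 genes, or with near-identical libraries counted once. At 640 d, leaving out each library in turn gave 4117 to 5150 genes, RIN as covariate gave 147 and counting near-identical libraries once gave 1953. The diet effect differed between the ages for 1595 genes in females (diet by age interaction, same test), and for 34 with RIN as covariate. In males no gene passed at 530 d (774 at an unadjusted p under 0.05) or at 750 d (346), and the diet by age interaction gave 0 genes (373 at an unadjusted p under 0.05). With DESeq2 the males at 530 d had 47 genes, and edgeR gave 4 without library M11 (Rhobtb1, Tspan18, Trp53i11 and Mmp14) and 1 without M9 (Col5a3), genes named here after their values were seen because they are few. In a comparison added after seeing the data, with diet in the model, 6830 genes differed between 750 d and 530 d males and 4340 between 640 d and 530 d females. RIN as covariate changed these counts to 7111 and 1071.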

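In males, no gene had an edgeR adjusted p under 0.05 between WD and ND, and 189 of 10995 had an unadjusted p under 0.05. DESeq2 gave 1 gene, Rhobtb1, and the other alternatives gave 0. Period circadian regulator Per2 (ENSMUSG00000055866, chromosome 1, 91343700 to 91387069) was at 47.3 ± 39.0 CPM on WD and 19.9 ± 16.4 on ND (SD, n = 10 each), a log2 fold change of 1.25 (standard error 0.45, unadjusted p = 0.0113, edgeR adjusted p = 1.00). It was above the ND mean in 5 of 10 WD libraries. The transcription factor gene Cebpb (ENSMUSG00000056501, chromosome 2, 167530835 to 167532338) was at 44.2 ± 15.0 and 33.2 ± 13.4 CPM, a log2 fold change of 0.41 (standard error 0.23, unadjusted p = 0.0882, edgeR adjusted p = 1.00), and above the ND mean in 7 of 10. Over the alternatives set at the outset, the adjusted p ranged from 0.448 to 1.00 for Per2 and from 0.392 to 1.00 for Cebpb.

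**Figure D3:**
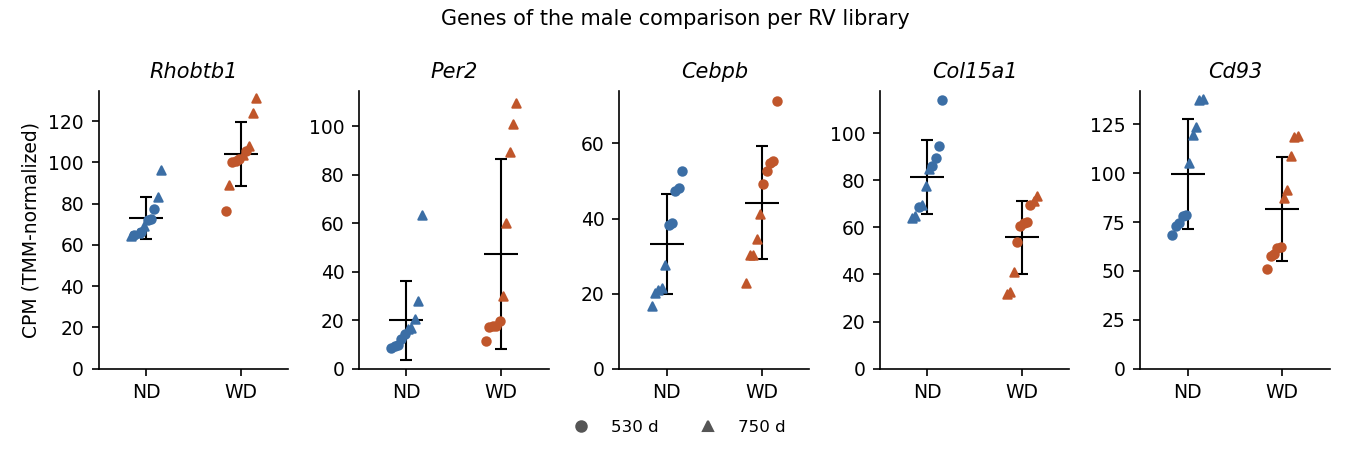
TMM-normalized CPM of Rhobtb1, Per2, Cebpb, Col15a1 and Cd93 in 10 ND (blue) and 10 WD (orange) male libraries (circles 530 d, triangles 750 d, bars mean and SD). WD and ND libraries overlap least for Rhobtb1 and Col15a1, where all 10 WD libraries lie on the same side of the ND mean.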

Differential gene expression analysis between the WD and ND groups identified six differentially expressed genes (DEGs) in male animals, of which four (*Rhobtb1*, *Shld1*, *Per2*, and *Cebpb*) were upregulated, and two (*Col15a1*, *Cd93*) were downregulated. One of the upregulated genes (*Shld1*) in males overlapped with RIN-significant DEGs and was removed from the final list (Table 1, Figure 2C).

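Shld1 (ENSMUSG00000044991, chromosome 2, 132528835 to 132594695) was at 41.5 ± 14.8 CPM on WD and 31.7 ± 9.30 on ND (SD, n = 10 each), a log2 fold change of 0.39 (standard error 0.20, unadjusted p = 0.0602, edgeR adjusted p = 1.00). Over the male libraries its log2 expression fell by 0.28 per unit of RIN (standard error 0.06, adjusted p = 0.00346 from the same test on RIN). In that test 2188 of 10995 genes were associated with RIN in males, 1065 rising and 1123 falling with it. The model used for this step is not given in the paper's text. With RIN fitted over all 39 libraries and sex in the model, 5475 genes were associated with it, and with diet or age in the model 1933 and 3281 in males. With no male gene past the threshold in the diet comparison, none was removed by this step (DESeq2 alone called and removed Rhobtb1).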

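In females, 1873 of 10995 genes had an edgeR adjusted p under 0.05 between WD and ND, 648 higher and 1225 lower on WD. The largest changes among them fell on Cd52 (log2 fold change -1.45, edgeR adjusted p = 0.0254), Wfdc17 (-1.36, adjusted p = 0.0150), Lypd8l (-1.33, adjusted p = 0.0496), Ciart (-1.26, adjusted p = 0.00177) and Slamf9 (-1.25, adjusted p = 0.0233), each below the ND mean in at least 9 of 10 WD libraries. Of the other genes the paper lists, Mtus2 (0.33, adjusted p = 0.0581) and Norad (0.28, adjusted p = 0.104) did not pass, while Cuta (-0.42, adjusted p = 0.0400), Smyd2 (-0.40, adjusted p = 0.0117) and Ifi27l2a (-1.02, adjusted p = 0.0240) did in the same test, each of the 3 below the ND mean in 10 of 10 WD libraries. Of the alternatives set at the outset, RIN as covariate moved the count most, to 18 genes (6 higher, 12 lower), and age and RIN together gave 24. DESeq2 gave 2642 genes, all 39 libraries in 1 fit gave 732 and the fit without a filter on counts gave 591, while collection age as covariate gave 3310. Counting near-identical libraries once gave 14 genes (6 higher, 8 lower) with 3757 at an unadjusted p under 0.05, and 2587 genes with an adjusted p under 0.1. DESeq2 with the same columns gave 1991. Hypk, which the paper lists, had 1 to 22 counts per library and was not tested, and Gm37376 and Gm55521 were listed at 0 in all 39 libraries.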

In female animals, 36 DEGs were detected, with 10 genes upregulated and 26 genes downregulated (Figure 2D). After filtering out RIN-significant genes, six upregulated and 15 downregulated DEGs remained (Table 1).

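In females 6497 of 10995 genes were associated with RIN (3414 rising, 3083 falling with it), and 1741 of the 1873 genes were among them. The remaining 132 genes comprised 75 higher and 57 lower on WD. Of the genes in Table 1, Tcap and Tef remained. Tcap (ENSMUSG00000007877) had a log2 fold change of -0.43 (standard error 0.09, edgeR adjusted p = 0.0134), and Tef -0.50 (standard error 0.08, adjusted p = 0.00514), each lower in 10 of 10 WD libraries than the ND mean. Fitting RIN with diet in the model left 429 genes, with collection age 143, over all 39 libraries 561, and with DESeq2 193. Counting near-identical libraries once left 2 genes, Dbp and Ciart, the others of its 14 being associated with RIN.

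**Figure D4:**
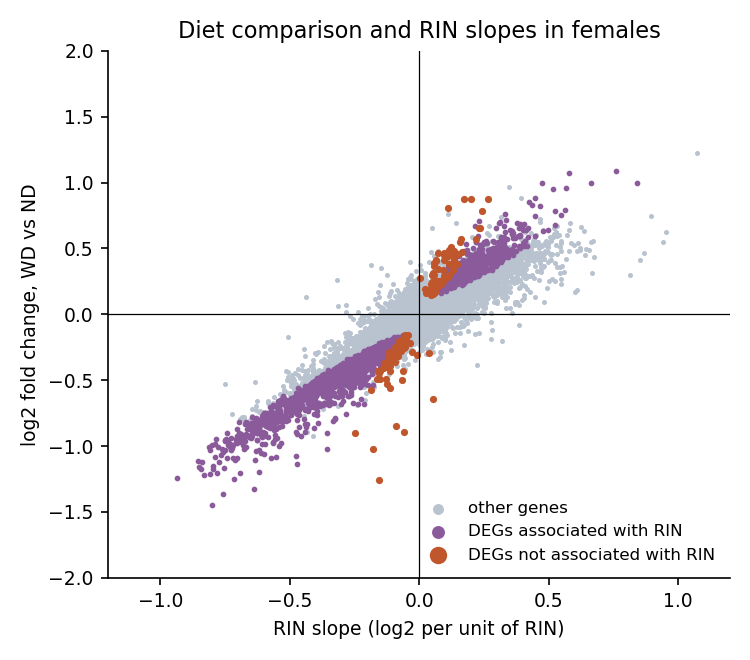
Log2 fold change of WD against ND (y axis) against the slope of log2 expression per unit of RIN (x axis) for the tested genes in the same 19 female libraries, with the genes past the threshold coloured by whether they were associated with RIN. Most coloured genes carry a RIN slope of the sign of their fold change. 1 gene, Myl4 (slope 1.55, log2 fold change 0.78, adjusted p 0.657), lies outside the axes.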

No overlapping DEGs were identified between males and females, indicating distinct biological responses to WD exposure between the sexes.

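No gene passed the threshold in both sexes, as none did in males, and 10 genes had an unadjusted p under 0.01 in both, against 6.48 expected by chance, 5 of them changed in the same direction in the sexes and 5 in opposite directions. Across the 10995 genes, the log2 fold changes of the sexes had r = 0.172 (Spearman rho 0.180), genes not being independent replicates, r = -0.0997 with RIN as covariate and r = 0.335 with near-identical libraries counted once. Of the 1873 female genes, 1091 (58.2%) had the same sign in males. The difference between the diet effects was tested by the diet by sex interaction over all 39 libraries, where 17 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test), 9 with a higher and 8 with a lower effect in females. DESeq2 gave 62 such genes, RIN as covariate 25 and near-identical libraries counted once 1, Cys1 (adjusted p = 0.0183), named after its values were seen. Cys1 had a log2 difference of -1.59 (standard error 0.25, edgeR adjusted p = 0.00118) and Ciart -1.74 (adjusted p = 0.00487). Of the genes the paper names, Tspan4 (-1.33, adjusted p = 0.00487) and Ier3 (-1.08, adjusted p = 0.00836) also differed between the sexes, though not with near-identical libraries counted once (adjusted p = 0.133 and 0.138). From the absence of shared DEGs, the paper reasons that the sexes respond differently to WD.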

In our previous study, we identified significant transcriptomic changes in the LV heart tissue of WD-fed animals [3]. We examined overlapping DEGs between the LV and RV tissues to identify shared molecular alterations between heart chambers. The *Col15a1* gene was downregulated in both LV and RV chambers of WD-fed male animals. 

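Col15a1 (ENSMUSG00000028339, chromosome 4, 47207582 to 47313179, 40 exons) encodes a collagen chain. In the male RV it was at 55.8 ± 15.5 CPM on WD and 81.3 ± 15.8 on ND (SD, n = 10 each), a log2 fold change of -0.54 (standard error 0.16, unadjusted p = 0.00242, edgeR adjusted p = 1.00). It was below the ND mean in 10 of 10 WD libraries, and below every ND library in 7. The left ventricle was not analysed here.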

In females, two commonly downregulated genes were also identified: *Tspan4* and *Angptl2*.

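Tspan4 (ENSMUSG00000025511, chromosome 7, 141055138 to 141073340) was at 25.8 ± 3.30 CPM on WD (SD, n = 10) and 48.4 ± 12.2 on ND (SD, n = 9) in the female RV, a log2 fold change of -0.90 (standard error 0.12, edgeR adjusted p = 0.00177). Its 10 WD libraries were all below the lowest ND library, and the adjusted p stayed between 2.4e-08 and 0.0259 over the alternatives set at the outset. With near-identical libraries counted once it was 0.0219. Angptl2 (ENSMUSG00000004105, chromosome 2, 33105946 to 33138252) was at 90.9 ± 9.27 CPM on WD (SD, n = 10) and 127 ± 20.3 on ND (SD, n = 9), a log2 fold change of -0.49 (standard error 0.09, edgeR adjusted p = 0.0105), below the ND mean in 10 of 10 WD libraries. Its adjusted p ranged from 5.7e-05 to 0.152 over the same alternatives, the highest with RIN in the model.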

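The Enrichr libraries the authors used were not used here, and 9 predefined lists of genes were tested instead. Each list was compared with the 1873 female genes by Fisher's exact test (one-sided), with the 10995 tested genes as background and Benjamini-Hochberg adjustment over the lists. The cytosolic ribosomal proteins held 75 of 78 genes (13.3 expected, adjusted p = 2.6e-53), the oxidative phosphorylation list 50 of 82 (14.0 expected, adjusted p = 1.9e-18), and the clock output list, genes driven by the circadian clock, 6 of 10 (1.70 expected, adjusted p = 0.00818). The adjusted p of the other 6 lists was 0.635 to 1. Counting near-identical libraries once left the clock output list (2 of 10 among 14 genes, adjusted p = 6.1e-04).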

Overrepresentation analysis of DEGs in females revealed no significant pathway enrichment, suggesting that the observed transcriptomic changes may be more dispersed across different biological processes rather than concentrated within specific pathways.

## 3. Discussion

To our knowledge, this study is the first to explore the long-term effects of WD on RV tissue. We found that WD-fed mice exhibited modest and limited changes in RV gene expression, which may be consistent with subtle transcriptional patterns sometimes associated with cardiac remodeling, although our results do not indicate extensive remodeling. In females, these transcriptomic alterations involved genes linked to cardiac stress, inflammation, and energy metabolism, whereas males showed more limited changes, primarily in genes associated with remodeling and circadian rhythm. 

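The 9 lists were also tested as sets by limma's camera with an inter-gene correlation of 0.01 (Benjamini-Hochberg adjustment over the 18 tests of both sexes). In females the ribosomal list had a median log2 fold change of -0.83, with 78 of 78 genes lower on WD (adjusted p = 1.3e-21), and oxidative phosphorylation -0.59, with 81 of 82 lower (adjusted p = 2.7e-18). With RIN as covariate their medians were -0.16 and -0.12 (camera, adjusted p = 4.5e-11 and 4.5e-07), against ranges of 1.3e-21 to 0.366 and 2.7e-18 to 0.368 over the alternatives set at the outset. The class I MHC and interferon list was at -0.11 (adjusted p = 0.0073) and the endothelial list at 0.21 (adjusted p = 0.024) in females. The immediate early list was at 0.19 (adjusted p = 0.33) and the collagen list at 0.22 (adjusted p = 0.089). In males the ribosomal list was at -0.20 (75 of 78 lower, adjusted p = 2.5e-13), the immediate early list at 0.15 (adjusted p = 0.034), oxidative phosphorylation at -0.03 (adjusted p = 0.11, 0.05 with RIN as covariate), the MHC and interferon list at 0.09 (adjusted p = 0.26) and the endothelial list at -0.03 (adjusted p = 0.11). Over the alternatives set at the outset, the male ribosomal median shrank to as little as -0.0256 and its adjusted p reached 0.516. Under fry the female ribosomal (adjusted p = 0.040), oxidative phosphorylation (0.043) and endothelial (0.043) calls held, and none of these lists was past the threshold in either sex with the correlation estimated from the data. Adjusted over the list alone, 77 ribosomal and 71 oxidative phosphorylation genes passed in females, against 75 and 50 over all genes tested. The paper names 2 genes of the MHC and interferon list and 2 of the endothelial list, 1 each of the oxidative phosphorylation and immediate early lists, and no ribosomal gene. Per library, mean ribosomal expression fell by 0.71 on the log2 scale on WD in females (permutation test, two-sided, adjusted p = 0.0337 over 22 tests, lower in 10 of 10).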

Echocardiography assessments supported a reduction in RVIDd without changes in pulmonary trunk diameter, PVmax, or PV peak gradient, while males showed no significant differences across parameters. These observations may indicate sex-biased tendencies in RV response, though the magnitude of these differences remains modest and driven by a limited number of DEGs and a single significant echocardiographic parameter. Future studies incorporating right-heart catheterization and Doppler echocardiography will be essential to directly assess hemodynamics, RV function, and pulmonary vascular flow, and to determine whether WD contributes to pulmonary hypertension or RV outflow tract obstruction.

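The genes named for the extracellular matrix in females were examined in 10 WD and 9 ND libraries. Tcap (chromosome 11, 98274637 to 98275779) was at 1759 ± 239 CPM on WD and 2375 ± 221 on ND (SD). Cldn5 (ENSMUSG00000041378, chromosome 16, 18595597 to 18597012) was at 51.8 ± 9.53 and 32.5 ± 6.03 CPM, a log2 fold change of 0.67 (standard error 0.12, edgeR adjusted p = 0.0105, higher in 10 of 10 WD libraries than the ND mean). Klhl24 (ENSMUSG00000062901, chromosome 16, 19916292 to 19952845) was at 182 ± 22.2 and 148 ± 24.9 CPM, a log2 fold change of 0.30 (edgeR adjusted p = 0.0405, 10 of 10). Fhl1 (ENSMUSG00000023092, chromosome X, 55777147 to 55838706) was at 172 ± 23.3 and 144 ± 25.9 CPM, a log2 fold change of 0.26 (edgeR adjusted p = 0.0777, 9 of 10). Id1 (ENSMUSG00000042745, chromosome 2, 152566218 to 152579544) was at 62.8 ± 15.7 and 86.6 ± 26.0 CPM, a log2 fold change of -0.46 (edgeR adjusted p = 0.0511, 10 of 10), and DESeq2 gave it an adjusted p of 0.0283. Emp3 (ENSMUSG00000040212, chromosome 7, 45567447 to 45571107) was at 18.4 ± 2.62 and 33.4 ± 9.83 CPM, a log2 fold change of -0.85 (edgeR adjusted p = 0.00627, 10 of 10). Cldn5, Tspan4, Emp3 and Angptl2 changed more at 640 d than at 530 d (diet by age interaction, edgeR adjusted p under 0.05), with Cldn5 at 0.23 and 1.08, Tspan4 at -0.43 and -1.23, and Angptl2 at -0.20 and -0.70. With RIN as covariate, Tspan4 (edgeR adjusted p = 0.0198), Emp3 (0.0392) and Tcap (0.0244) passed the threshold and the others did not. With near-identical libraries counted once, Tspan4 and Emp3 passed (0.0495 for Emp3), and with collection age as covariate Fhl1 (0.0357) and Id1 (0.0127) did too. Tcap and Emp3 overlap antisense genes, so some of their counts are uncertain.

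**Figure D5:**
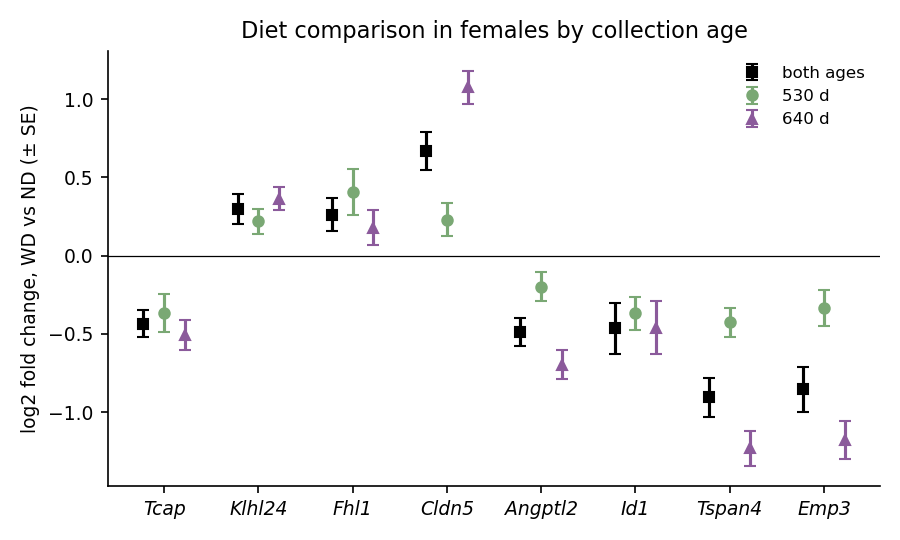
Log2 fold change of WD against ND in females (y axis) with its standard error (bars) for 8 genes, with both ages together (squares), at 530 d (circles) and at 640 d (triangles). The change at 640 d is the larger for each gene except Fhl1.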

We identified several dysregulated genes in female RV related to the ECM, either through structural roles (*Tcap, Klhl24, Fhl1,* and *Cldn5*), remodeling (*Angptl2, Id1*), and cell adhesion (*Tspan4, Emp3*) (Figure 3A). A recent study reported that fibronectin is dysregulated in the RV of WD-fed female Ossabaw swine in a preclinical model of cardiometabolic HF after 10 months of WD feeding, suggesting the role of altered ECM regulation in the RV alterations induced by WD [7]. While previous work has identified dysregulation of ECM-related genes during WD feeding, our study reveals that after transitioning to an ND, a distinct set of ECM-associated genes remains dysregulated. These findings raise the possibility that early dietary stress may have lingering molecular effects in the RV, although the modest scale of these transcriptomic shifts warrants further verification. Although the genes identified in our study in female RV are not direct ECM components, they significantly influence ECM remodeling, fibrosis, and cellular interactions with the matrix [13,14]. Importantly, most of these dysregulated genes are known to play a role in HF [15,16,17,18,19]. These changes may reflect compensatory changes in female RV tissue in response to functional alterations caused by early-life WD feeding [20]. Alternatively, they could represent early molecular signatures of cardiac dysfunction or persistent epigenetic and transcriptional reprogramming following dietary transition. Given the small number of DEGs, the absence of significant pathway enrichment, and minimal echocardiographic differences, our results should be interpreted as modest transcriptional changes rather than indicative of broad remodeling. Further studies are needed to validate these findings and elucidate the underlying mechanisms.

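With the ages apart, Col15a1 had a log2 fold change of -0.55 in males at 530 d (standard error 0.12, unadjusted p = 4.1e-04, edgeR adjusted p = 0.327) and -0.56 at 750 d (standard error 0.24, unadjusted p = 0.0380). It was -0.57 with RIN as covariate and -0.63 with near-identical libraries counted once. In females it was 0.18 (standard error 0.20), and the diet by sex difference of 0.74 had an edgeR adjusted p of 0.314. Over the alternatives set at the outset, its adjusted p in males ranged from 0.308 to 1.00. The 32 tested genes of the collagen and extracellular matrix list, Col15a1 among them, had a median log2 fold change of -0.21 in males, with 25 lower on WD (camera, adjusted p = 1.5e-09). The adjusted p was 0.260 under fry and 0.137 with an estimated correlation, and no gene of the list passed adjusted over the list alone or over all genes tested.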

In male mice, we observed that the ECM component Collagen Type XV Alpha 1 Chain encoding gene (*Col15a1*) was downregulated in the RV in response to WD (Figure 3B). Col15a1 is a non-fibrillar collagen that plays a crucial role in the ECM of cardiac tissue, especially during cardiac remodeling [21,22]. Recent research has highlighted its involvement in various aspects of cardiac remodeling, including fibrosis and tissue repair [23]. Additionally, we found two genes known for their potential roles in cardiac and vascular remodeling, *Rhobtb1* and *Cd93*, to be dysregulated in the male RV [24,25]. These findings suggest that both female and male right ventricles exhibit limited transcriptional shifts in remodeling-related genes, though the small number of DEGs prevents strong conclusions. However, males showed less pronounced transcriptional changes, potentially reflecting biological differences in compensatory mechanisms or limited statistical power. 

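Rhobtb1 (ENSMUSG00000019944, chromosome 10, 68987045 to 69127621) was at 104 ± 15.6 CPM on WD and 73.0 ± 10.1 on ND (SD, n = 10 each), a log2 fold change of 0.51 (standard error 0.10, unadjusted p = 6.4e-05, edgeR adjusted p = 0.701). It was above the ND mean in 10 of 10 WD libraries, and DESeq2 gave it an adjusted p of 0.00327, the lowest of the alternatives, which reached 0.986. Its log2 fold change was 0.46 at 530 d and 0.53 at 750 d. Rhobtb1 rose with RIN in males by 0.15 per unit (edgeR adjusted p = 0.0442). Cd93 (ENSMUSG00000027435, chromosome 2, 148270798 to 148285546) was at 81.7 ± 26.8 and 99.6 ± 28.2 CPM, a log2 fold change of -0.29 (standard error 0.19, unadjusted p = 0.143, edgeR adjusted p = 1.00), below the ND mean in 7 of 10 WD libraries, and 0.43 in females.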

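What the design could detect was examined on simulated counts with the library sizes and spread of each comparison, in which 200 of 10995 genes were changed. Of these, 174 (87.0%) were called with the male libraries, with 8 false calls, and 195 (97.5%) with the female libraries, with 9 false calls. The changed genes had median fitted log2 fold changes of 0.98 and -1.01 in males, so these shares apply to changes of about that size. Genes were simulated independently and without a RIN effect, so shifts shared by many genes are not covered. When near-identical libraries, which narrow the spread, were counted once, 158 (79.0%) were called in males and 193 (96.5%) in females, with 7 and 13 false calls.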

Corresponding echocardiographic assessments revealed subtle, sex-specific differences: WD-fed females exhibited a significant decrease in RVIDd, whereas males showed no significant change. In both sexes, there were trends toward increased pulmonary trunk diameter and modest reductions in peak gradient. These findings align with previous reports that WD can influence RV structure and diastolic function in mice [6].

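The genes of the immune and metabolic groups were compared in 10 WD and 9 ND females. Ier3 (ENSMUSG00000003541, chromosome 17, 36132568 to 36133815) was at 36.1 ± 2.88 CPM on WD and 62.5 ± 17.4 on ND (SD), a log2 fold change of -0.79 (standard error 0.13, edgeR adjusted p = 0.00514), with all 10 WD libraries below the lowest ND library. B2m (ENSMUSG00000060802, chromosome 2, 121977957 to 121983594) was at 335 ± 62.5 and 516 ± 143 CPM, a log2 fold change of -0.62 (edgeR adjusted p = 0.0241, lower than the ND mean in 10 of 10). Mif (ENSMUSG00000033307, chromosome 10, 75695187 to 75696122) was at 101 ± 30.4 and 142 ± 50.3 CPM, a log2 fold change of -0.49 (edgeR adjusted p = 0.0824, 9 of 10). Cbr2 (ENSMUSG00000025150, chromosome 11, 120620312 to 120622940) was at 23.4 ± 4.43 and 49.8 ± 18.6 CPM, a log2 fold change of -1.09 (standard error 0.19, edgeR adjusted p = 0.00675, 10 of 10). Cox5a (ENSMUSG00000000088, chromosome 9, 57428456 to 57440678) was at 188 ± 21.7 and 282 ± 70.4 CPM, a log2 fold change of -0.58 (edgeR adjusted p = 0.0141, 10 of 10). Higd2a (ENSMUSG00000025868, chromosome 13, 54738018 to 54738971) was at 68.9 ± 14.9 and 99.3 ± 38.0 CPM, a log2 fold change of -0.53 (edgeR adjusted p = 0.0482, 10 of 10). Ier3 and Cox5a overlap antisense genes and Higd2a lies within Arl10, so some of their counts are uncertain. With collection age as covariate Mif had an edgeR adjusted p of 0.0124. With RIN as covariate none of these 6 genes had an edgeR adjusted p under 0.05, and with near-identical libraries counted once Ier3 (0.0301) and Cbr2 (0.0495) did, over ranges of 4.7e-06 to 0.0670 and 9.4e-06 to 0.0533 over the alternatives set at the outset.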

Our results indicate that female mice exhibited long-term transcriptomic alterations in the RV, affecting genes associated with inflammatory and immune responses (*Ier3, Angptl2, Mif, B2m, Id1,* and *Emp3*), as well as lipid and mitochondrial energy metabolism (*Cox5a, Higd2a,* and *Cbr2*) [26,27,28,29,30,31]. A longitudinal study showed that a Westernized diet induces inflammation in the heart and white adipose tissue, suggesting potential contributions of immune cells to the observed low-grade inflammatory response [32]. The growing evidence shows that obesity and inflammation are linked to an increased risk of CVD [33,34]. Anti-inflammatory treatments targeting various signaling pathways and regulators are used to address maladaptive RV responses [35]. This study expands the knowledge of immune targets for treatment strategies in RV failure due to prolonged WD diets, which may affect lipid metabolism. Although several DEGs were annotated to immune or metabolic pathways, the lack of pathway-level enrichment suggests that these changes should be interpreted as exploratory.

Our findings align with previous research on sex-specific transcriptomic signatures of decompensated RVs, particularly regarding the dysregulation of immune response and lipid metabolism in females [36]. Prior studies shown that male decompensated RVs exhibit upregulation of pathways related to calcium signaling, amino acid metabolism, and histone demethylation, whereas females demonstrated enrichment of genes involved in inflammatory responses and fatty acid β-oxidation [36]. In this context, the sex-associated differences observed in our study should be interpreted as biologically plausible rather than direct mechanistic assertions. These differences may reflect, but cannot be attributed solely to known variations in metabolic, hormonal, and epigenetic factors between males and females [32,33]. This interpretation is supported by growing evidence that males and females exhibit distinct lipid metabolism, mitochondrial function, metabolic responses to diet, and epigenetic regulation of metabolism and immune responses [37,38,39,40].

Compared to our previous findings on the LV long-term response to WD, the RV shows relatively weaker transcriptional alterations, and the DEGs found in the RV of WD-fed male and female mice are distinct from those found in the LV. Moreover, compared with the previously reported LV response, the current study identified several altered genes related to the immune response in the female RV of WD-fed mice [3]. WD has been shown to impair glucose tolerance and cardiac lipid dynamics, preceding HF with reduced ejection fraction (HFrEF) in mice [1]. WD-induced dysregulation of fatty acid metabolism also disrupts metabolic remodeling and contractile function in the LV, contributing to cardiac hypertrophy [41]. High-fat diet-induced obesity alters the expression of 184 LV genes, highlighting dysregulation of glucose metabolism via Nr4a1 [42]. Additionally, diets high in fat and sucrose increase cardiac fibrosis and alter gene expression in mice and primates [43]. These studies underscore the systemic impact of WD on cardiac gene expression and situate our RV findings within the broader landscape of WD-induced cardiac remodeling.

Several previous transcriptomic studies have reported RV-specific gene networks in both healthy and failing hearts [4,36]. In particular, cardiac mesenchymal stromal cells from the RV and LV exhibit distinct gene expression profiles related to cardiac remodeling, energy metabolism, inflammation and cytokine responses, electrical conduction, and tissue repair [4,36]. These differences in the long-term transcriptomic response to WD might reflect structural and, consequently, functional differences between the two cardiac chambers [4]. For clarity, these statements provide biological context only and do not represent any direct LV-RV transcriptomic comparison in our data. The RV exhibits unique transcriptional patterns, operates under low pressure and low resistance, and distinctly adapts to WD-induced metabolic stress [6,44].

The molecular patterns observed in our study parallel clinical evidence that metabolic and inflammatory states associated with obesity and the metabolic syndrome are important modulators of RV structure and function in humans. Population-based studies such as the MESA-RV cohort demonstrated that increased adiposity and metabolic perturbations correlate with increased RV mass, larger volumes, and altered RV function [45]. In contrast, short-term dietary manipulations have been shown to acutely affect RV diastolic function in healthy subjects [46]. Furthermore, adipokines and pericardial fat, which are mediators of systemic metabolic inflammation, are associated with adverse RV remodeling in community cohorts [47]. In females, several altered genes are linked to immune and metabolic pathways, consistent with evidence that systemic inflammation, insulin resistance, and dyslipidemia in metabolic syndrome promote pulmonary vascular remodeling and increase afterload on the RV, thereby driving maladaptive remodeling [48]. In males, we observed dysregulation of genes associated with circadian regulation, which is clinically relevant given that circadian disruption has been implicated in adverse cardiac remodeling and hypertrophy in human studies of failing ventricles [49]. 

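The clock output list held 10 tested genes, 2 of them named by the paper (Per2, Tef). In males its median log2 fold change was 0.46, with 9 of 10 genes higher on WD (camera, adjusted p = 2.0e-09). The call held under fry (adjusted p = 0.040) and with an estimated correlation (0.018), and counting near-identical libraries once gave 0.081 under fry. Clock and Nfil3, the tested genes of the opposite phase, were at -0.23 (adjusted p = 0.0085, fry 0.043), a call lost with an estimated correlation (0.061) and counted once under fry (0.107), with Clock at -0.41 and Nfil3 at -0.05 (standard error 0.16). Glucocorticoid-induced genes, with Per1 shared with the clock output list and Cebpb named by the paper, were at 0.41, with 11 of 11 higher on WD (adjusted p = 1.1e-12, fry 0.0045, estimated correlation 0.0023). Adjusted over the list alone, 1 clock output gene, 1 of the opposite phase and 6 glucocorticoid-induced genes passed in males, and none over all genes tested. Per library, the clock output mean less that of the opposite phase was 2.48 ± 0.45 log2 CPM on WD and 1.78 ± 0.53 on ND (SD, n = 10 each, permutation test, two-sided, p = 0.00319, adjusted p = 0.0140 over 22 tests, 10 of 10 above the ND mean). The glucocorticoid-induced mean was 0.42 higher on WD in males (permutation test, two-sided, p = 9.6e-04, adjusted p = 0.00528, 10 of 10 above the ND mean). In females the direction of the clock difference was the opposite, 0.878 ± 0.503 on WD (SD, n = 10) and 1.91 ± 0.32 on ND (SD, n = 9, permutation test, p = 2.6e-04, adjusted p = 0.00278, 9 of 10 below every ND library), and the sexes differed by 1.73 (diet by sex, permutation test, p = 1e-04, the smallest that 10000 resamples give). The time of day at tissue collection was not found in the paper's text.

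**Figure D6:**
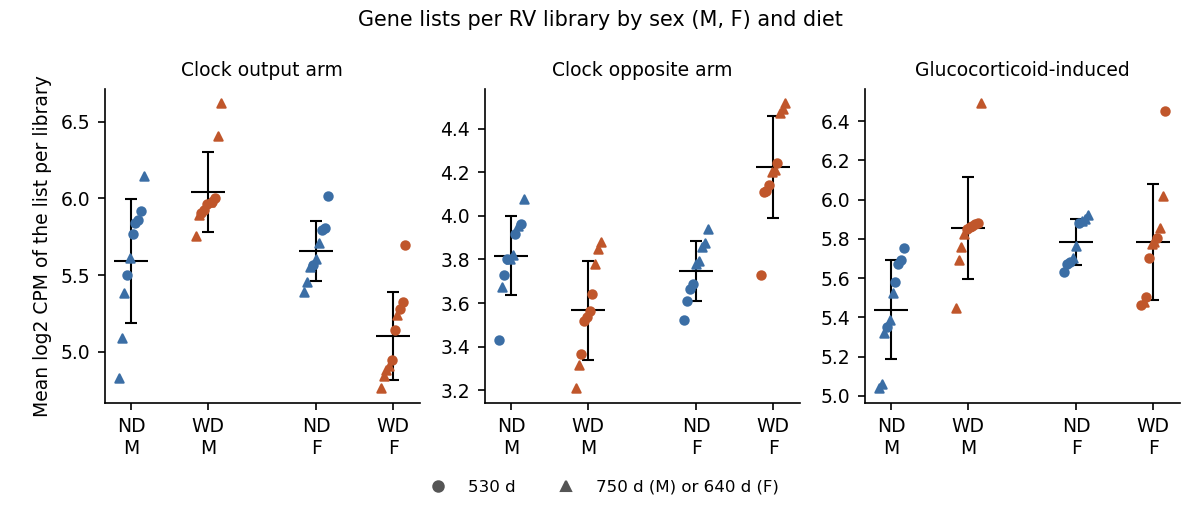
Mean log2 CPM per library of the clock output genes, of Clock and Nfil3 (the opposite arm) and of the glucocorticoid-induced genes, by sex and diet (blue ND, orange WD, circles 530 d, triangles 750 d in males and 640 d in females, bars mean and SD). The clock output mean was 6.04 on WD and 5.59 on ND in males, and 5.10 and 5.65 in females.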

Taken together, the gene-level changes identified in our study map onto pathways central to human RV vulnerability and dysfunction, reinforcing the translational relevance of our findings. Comparison of DEGs identified in our study with remodeled human RV transcriptomes revealed that most of these genes were not detected, suggesting that while the implicated pathways (ECM, endothelial signaling, inflammation, metabolism, and transcription) are biologically plausible, the specific gene changes may be species- or context-specific. This emphasizes the need for caution when claiming direct translational overlap and highlights the importance of further targeted validation in human RV tissue or circulating biomarkers. More broadly, these parallels indicate that WD-induced molecular signatures in mice align with systemic metabolic and inflammatory mechanisms known to contribute to RV vulnerability in humans. This suggests that diet-related stressors may prime the human RV for maladaptive remodeling and warrant future studies integrating dietary patterns with RV imaging and biomarker profiling.

Our results support the hypothesis that early-life nutritional habits can induce lasting molecular changes in the heart even long after switching to a normal diet. These findings have potential implications for both basic science and clinical practice. The persistent effects of a WD highlight the need for early dietary intervention, personalized treatment strategies, and further investigation of epigenetic mechanisms and recovery pathways. The observed sex-specific variations highlight the importance of tailored approaches to understanding and managing RV dysfunction under dietary stress conditions. Lastly, from a public health perspective, these findings reinforce the value of promoting dietary patterns aligned with ancestral eating habits to reduce CVD risk and healthcare costs.

We acknowledge several limitations in our study. 

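Entered as a covariate, RIN left 18 genes past the threshold in females (1045 at an unadjusted p under 0.05), 15 of them among the 1873 and 3 not (Nfil3, Bhlhe41 and Ankrd12, named after their values were seen). Of the 18, 8 are clock genes in the lists tested here: Dbp, Ciart, Per3, Tef, Hlf, Nfil3, Per2 and Bhlhe41. With near-identical libraries counted once as well, 3 genes passed, Dbp, Ciart and Per3. Dbp had a log2 fold change of -1.02 without the covariate (standard error 0.11, edgeR adjusted p = 4.4e-05). The clock output list had a median of -0.57 without the covariate (camera, adjusted p = 2.3e-06, fry 6.7e-04, 0.134 with an estimated correlation) and -0.74 with it, with 10 of 10 genes lower on WD (adjusted p = 1.5e-21). Clock and Nfil3 were at 0.45 (camera, adjusted p = 0.036, fry 1.6e-05, 0.134 with an estimated correlation) and the glucocorticoid-induced list at 0.05 (adjusted p = 0.92) without the covariate. Adjusted over the list alone, 8 clock output genes passed, against 6 over all genes tested. Transcript length was related to the diet effect across genes in females (Spearman rho 0.523) and less so with RIN as covariate (0.279), genes not being independent replicates. In males the corresponding rho was 0.140.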

The primary limitation is the variability in RIN across experimental groups. 

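Simulated counts with 200 changed genes were also run at the sizes of single ages. In females 194 of the changed genes were called at 530 d and 189 at 640 d, with 15 and 6 false calls. In males 191 of the 200 were called at 530 d and 61.5% of the 200 at 750 d, with 19 and 4 false calls. Some of these libraries are near-identical, which narrows the spread used. When they were counted once, 186 were called in females at 530 d and 172 at 640 d, and 155 in males at 530 d, with 12, 7 and 5 false calls. Median fitted changes in females at 640 d were 0.96 and -1.02 on the log2 scale, so smaller changes are not covered. Genes were simulated independently and without a RIN effect. In the real females at 640 d, 1 of the other splits called 2579 genes and the rest none, so the false calls may understate those of the real libraries.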

To improve statistical power, we combined age groups within treatment conditions and by sex. Furthermore, we were unable to compare the LV and RV transcriptome signatures between experimental groups, because, although tissues derived from the same animals, the libraries were sequenced in separate runs. Another limitation is the use of a chow diet as the control, which introduces potential batch-to-batch variability due to its natural ingredient composition. Our findings are further limited by the absence of protein-level or histological validation, which constrains the interpretation of transcriptomic changes in terms of structural and functional remodeling. Future studies with larger sample sizes are needed to investigate DNA methylation and protein expression changes, providing a more comprehensive understanding of the mechanisms underlying the RV response to WD. Finally, the relatively small number of DEGs observed in males should be interpreted with caution, as this limits the statistical power and reliability of sex-specific comparisons.

## 4. Materials and Methods

### 4.1. Animal and Diet

All animal procedures were performed following the standards of the Guide for the Care and Use of Laboratory Animals for the National Institutes of Health and approved by the Animal Care and Use Committees at Brookhaven National Laboratory (BNL) (Upton, NY) (BNL IACUC Protocol #502) and the Icahn School of Medicine at Mount Sinai (NY, NY) (ISMMS IACUC Protocol #2019-0017). All animal experiments were conducted at the Brookhaven National Laboratory Animal Facility (Upton, NY, USA). The animal room was kept at a 12:12 h light-dark cycle at 20–22 °C with 30–70% relative humidity. Animals were monitored at least once a day for any physical or behavioral changes that might indicate distress, discomfort, pain, or injury. Only mice showing general signs of poor health and distress (e.g., rapid heart/respiratory rate, oral/nasal discharge, wound dehiscence, marked swelling, neoplasms >2 cm or ulcerating, inability to eat/drink, or weight loss > 15%) were immediately euthanized using 100% CO_2_ at 20% air replacement per minute rate, followed by cervical dislocation.

The mice used in this study are the same ones we previously studied to investigate the long-term effects of a Western diet on LV tissue [3]. The study groups consist of C57BL6/J mice, which are more resistant than genetically modified murine atherosclerosis models, Apolipoprotein E (ApoE), or low-density lipoprotein receptor (LDLR) knockout mice, to develop atherosclerosis. Mice were 90 days old when purchased from Jackson Labs. Normal diet (ND)-fed (n = 20, male/female:10/10) mice were fed a standard chow diet ad libitum (LabDiet^®^ 5015, Supplementary Table S1). Chow diets, which are grain-based and composed of natural ingredients such as soybean meal and fish meal, are inherently subject to compositional variability across batches. This batch-to-batch variation can lead to fluctuations in the levels of nutrients, including phytoestrogens and other bioactive compounds, which may influence metabolic and physiological responses in rodents [50,51,52]. Despite these limitations, we selected a chow diet as the control for several reasons. Primarily, chow diets are extensively utilized in rodent research, providing a broad base of comparative data. Furthermore, their complex and diverse composition may more accurately reflect the heterogeneous nutrient exposure encountered in natural settings, thereby offering greater physiological relevance. Although batch variability is a recognized constraint, the two-year longitudinal design of our study necessitated prioritization of dietary freshness—an important factor that has been shown to significantly affect nutrient composition. The WD-fed group (n = 20, male/female:10/10) was fed a custom Teklad diet containing 42% fat (TD.88137, Supplementary Table S2) (Envigo, Madison, WI) for 125 days from ages 300 to 425 days. RV tissues were collected at 530 and 640/750 (female/male) days of age [3]. Details on animal exclusions, mortality, and autopsy findings for both sexes were previously reported [3].

### 4.2. Physiological Measurements and Echocardiography

C57BL/6J male (750 days old) and female (640 days old) mice body weight (g) was measured using a digital scale. Heart rate (beats per minute) was recorded during echocardiography. Transthoracic echocardiography with Doppler was performed to assess RV structure and pulmonary hemodynamics. Mice were anesthetized with isoflurane (induced at 3%, maintained at 1–2%), hair was removed from the neckline to the mid-chest, and mice were placed supine on a heated platform to maintain a core temperature of 37 °C. Two-dimensional and M-mode images were obtained to measure right ventricular internal diameter in diastole (RVIDd, mm) and pulmonary trunk diameter (mm). Doppler echocardiography at the pulmonary valve was used to measure pulmonary valve peak gradient (mm Hg) and pulmonary valve maximal velocity (PVmax, mm/s). Each echocardiographic parameter is reported as the average of three measurements.

### 4.3. mRNA Library Preparation and Sequencing

NEBNextUltra™II RNA Library Prep Kit (New England Biolabs (NEB), Ipswich, MA, USA) was used for the Poly-A selected mRNA library preparation. The RNA integrity number (RIN) of the RNA samples, concentration, and the quality check of libraries were performed using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and qPCR. The sequencing was performed on the Illumina NovaSeq-6000 (Illumina Inc., San Diego, CA, USA) platform with an average (mean ± SD) of 5.0 × 10^7^ ± 6.8 × 10^6^ paired-end reads per sample. 

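The raw reads of Table S3 are the number of first and second reads together, whereas a pair may be counted on a gene once. They were between 39506202 and 62833448 per library over the 39 libraries, with a median of 49081328. The deposited totals of counts were between 25.6% and 34.3% of them, with a median of 31.6%, which is not the share of pairs counted.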

Detailed RNA sequencing QC data are presented in Supplementary Table S3.

### 4.4. Data Processing and Statistics

FastQC was used to assess the quality of raw sequencing reads. The reads were then aligned to the mouse reference genome (mm39) using the STAR aligner (version 2.7.8a). Because low RNA integrity numbers (RIN) were observed for some samples, we implemented a custom gene counting method suggested by Sigurgeirsson et al., which improves the accuracy of gene expression quantification in degraded RNA samples [53]. 

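The counts were examined for genes that lie wholly within the exons of a host gene on the same strand, outside the last 500 bp of the host, where only the inner gene's own window covers the reads. Of 11 such genes, each within 3000 bp of the 3′ end of a host with a mean count of at least 1000, 10 (90.9%) were at 0 in all 39 libraries, and the remaining gene, Gm45380, had a mean count of 17.0. This check was made after seeing the data, and its geometry was corrected after its first result had been seen. Between 19670 and 23764 genes per library had at least 1 count.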

We generated a custom GTF annotation file that retained only the 500 bp region from the 3′ end of each gene. Gene read counts were then calculated using HTSeq-count (version 1.99.2) with this custom GTF file [54].

Raw read counts were filtered to retain only genes with more than 20 counts in all samples. We performed a principal component analysis (PCA) on the normalized gene expression data and used eigenvalues to conduct an ANOVA test to identify principal components (PCs) that are significantly associated with sample annotations. Differential gene expression analysis was performed using the DESeq2 R package (version 1.42.0) on filtered read counts [55]. Since some experimental groups had low RIN values (Supplementary Figure S1), we combined samples from different collection time points and performed differential expression analysis between normal and WD-fed groups, irrespective of time. Genes with an FDR < 0.05 were considered differentially expressed. Further, to minimize false positives caused by library quality issues, we excluded genes whose differential expression was primarily driven by RIN values. Finally, an overrepresentation analysis of DEGs was conducted using the Enrichr R package (version 3.2) [56]. FDR adjusted *p* values < 0.05 were considered significant.

## 5. Conclusions

WD induced modest yet persistent transcriptomic alterations in the RV of C57BL/6J mice, even after the diet was discontinued. These changes primarily involved genes related to cardiac remodeling, with females showing alterations in immune response and mitochondrial energy metabolism, while males exhibited fewer changes. Overall, these findings suggest that WD elicits limited but detectable sex-biased transcriptomic responses in the RV.

## Figures and Tables

**Figure 1:**
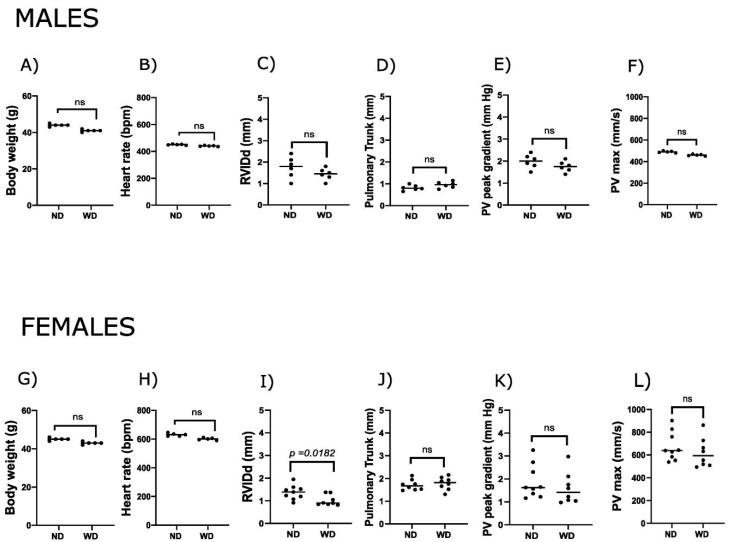
Right ventricular response to a Western diet in male and female mice. Panels show physiological and echocardiographic (Doppler) parameters in C57BL/6J male (750 days old) and female (640 days old) mice fed with a normal diet (ND) and a Western diet (WD). Male data are shown in panels (**A**–**F**): (**A**) body weight, (**B**) heart rate, (**C**) right ventricular internal diameter in diastole (RVIDd), (**D**) pulmonary trunk diameter, (**E**) pulmonary valve peak gradient (Doppler), and (**F**) pulmonary valve maximal velocity (PVmax, Doppler). Female data are shown in panels (**G**–**L**): (**G**) body weight, (**H**) heart rate, (**I**) RVIDd, (**J**) pulmonary trunk diameter, (**K**) pulmonary valve peak gradient, and (**L**) PVmax. N = 7–10 animals per group; *p*-values were calculated using an unpaired *t*-test, and *p* < 0.05 was considered statistically significant.

**Figure 2:**
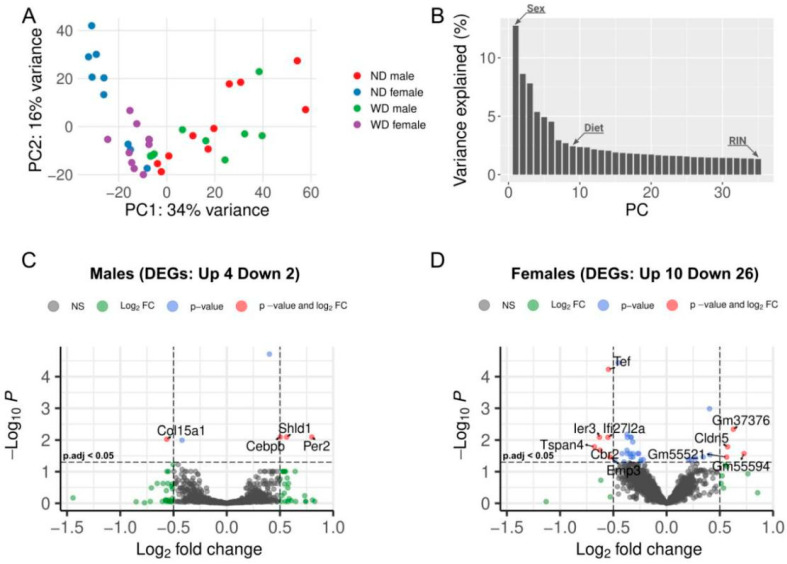
Global and sex-specific gene expression patterns: principal component analysis (PCA) and volcano plots for males and females: (**A**) Each dot in the PCA plot represents a sample, with colors indicating sex and dietary pattern (normal diet (ND) female/Western diet (WD) female: blue/purple; ND male/WD male: red/green). (**B**) Elbow plot showing the percentage of variance explained by each principal component (PC). Arrow marks on the plot bars indicate the clinical groups significantly associated with the corresponding principal components. (**C**,**D**). The volcano plots show the number of differentially expressed genes (DEGs) in males (**C**) and females (**D**) before excluding RIN-associated DEGs.

**Figure 3:**
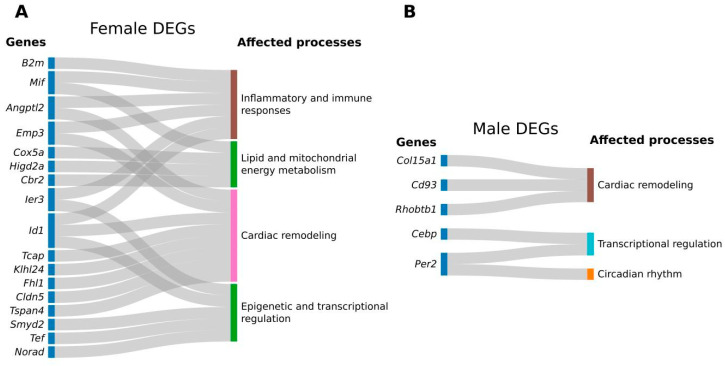
Differentially regulated genes and corresponding processes in comparison groups. Two Sankey plots represent the following comparisons: normal diet (ND) vs. Western diet (WD) male mice (**A**), ND vs. WD female mice (**B**).

**Table 1:** Differentially expressed genes in the RV tissue of WD-fed male and female mice.

Gene Type	Gene Name	Gene Description	Log2FC	padj
**MALES**				
protein_coding	*Per2*	period circadian clock 2	0.799	8.02 × 10^−3^
protein_coding	*Cebpb*	CCAAT/enhancer binding protein (C/EBP), beta	0.502	8.02 × 10^−3^
protein_coding	*Rhobtb1*	Rho-related BTB domain-containing 1	0.401	1.94 × 10^−5^
protein_coding	*Col15a1*	collagen, type XV, alpha 1	−0.564	9.42 × 10^−2^
protein_coding	*Cd93*	CD93 antigen	−0.420	1.01 × 10^−2^
**FEMALES**				
lncRNA	*Gm55594*	predicted gene, 55594	0.728	2.69 × 10^−2^
protein_coding	*Cldn5*	claudin 5	0.573	1.63 × 10^−2^
protein_coding	*Fhl1*	Four and a half LIM domains 1	0.408	2.94 × 10^−2^
protein_coding	*Mtus2*	microtubule-associated tumor suppressor candidate 2	0.344	3.46 × 10^−2^
protein_coding	*Klhl24*	Kelch-like 24	0.273	3.75 × 10^−2^
lncRNA	*Norad*	non-coding RNA activated by DNA damage	0.234	4.23 × 10^−2^
protein_coding	*Tspan4*	tetraspanin 4	−0.678	1.64 × 10^−2^
protein_coding	*Ier3*	immediate early response 3	−0.630	8.13 × 10^−3^
protein_coding	*Cbr2*	carbonyl reductase 2	−0.624	2.11 × 10^−2^
protein_coding	*Tef*	thyrotropin embryonic factor	−0.546	5.87 × 10^−5^
protein_coding	*Emp3*	epithelial membrane protein 3	−0.532	3.46 × 10^−2^
protein_coding	*Tcap*	titin-cap	−0.454	3.65 × 10^−5^
protein_coding	*Id1*	inhibitor of DNA binding 1, HLH protein	−0.372	2.11 × 10^−2^
protein_coding	*Angptl2*	angiopoietin-like 2	−0.368	8.13 × 10^−3^
protein_coding	*Cox5a*	cytochrome c oxidase subunit 5A	−0.368	2.69 × 10^−2^
protein_coding	*B2m*	beta-2 microglobulin	−0.342	2.69 × 10^−2^
protein_coding	*Mif*	macrophage migration inhibitory factor	−0.335	8.13 × 10^−3^
protein_coding	*Higd2a*	HIG1 domain family, member 2A	−0.316	3.46 × 10^−2^
protein_coding	*Hypk*	Huntingtin-interacting protein K	−0.261	2.70 × 10^−2^
protein_coding	*Cuta*	cutA divalent cation tolerance homolog	−0.246	4.93 × 10^−2^
protein_coding	*Smyd2*	SET and MYND domain-containing 2	−0.239	4.23 × 10^−2^

## Data Availability

The sequencing data are available in the Gene Expression Omnibus (GEO) under accession number GSE300189.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27010259/s1.

# Supplementary material for: Long-Term Impact of Western Diet on Right Ventricular Transcriptome: Uncovering Sex-Specific Patterns in C57BL/6J Mice
**Source:** Int J Mol Sci. 2025 Dec 26;27(1):259. doi: 10.3390/ijms27010259
**Supplement:** Supplementary file 1

"Long-term Impact of Western Diet on Right Ventricular Transcriptome: Uncovering Sex-Specific Patterns in C57BL/6J Mice" – Stepanyan et al.

The supplementary file includes **Table S1** and **Table S2**, detailing the composition of the chow and Western diets used in the experimental groups, respectively. **Table S3** provides comprehensive information on RNA sample quality control, sequencing data metrics, and the age, sex, and treatment details for each sample. Additionally, **Figure S1** shows the distribution of RNA integrity numbers (RIN) across all groups, and **Figure S2** present the Principal Component Analysis stratified by diet, sex, and collection age. **Figure S3** visualizes the top 50 highly variable genes in a heatmap, grouped by diet, sex, and collection age.

**Table S1.** Composition of the Standard Chow Diet (LabDiet® 5015) used in experimental groups.

| Category                                              | Nutrient/Component <sup>1</sup>            | Amount      |
|-------------------------------------------------------|--------------------------------------------|-------------|
| <b>Macronutrients and General Content<sup>2</sup></b> | Crude Protein                              | 19.0 %      |
|                                                       | Fat (ether extract)                        | 11.1 %      |
|                                                       | Fat (acid hydrolysis)                      | 12.0 %      |
|                                                       | Crude Fiber                                | 2.3 %       |
|                                                       | Neutral Detergent Fiber (NDF) <sup>3</sup> | 10.1 %      |
|                                                       | Acid Detergent Fiber (ADF) <sup>4</sup>    | 2.9 %       |
|                                                       | Nitrogen-Free Extract                      | 51.7 %      |
|                                                       | Starch                                     | 33.5 %      |
|                                                       | Sucrose                                    | 0.90 %      |
|                                                       | Total Digestible Nutrients                 | 85.2 %      |
|                                                       | Gross Energy                               | 4.74 kcal/g |
|                                                       | Physiological Fuel Value <sup>5</sup>      | 3.83 kcal/g |
| <b>Amino Acids</b>                                    | Metabolizable Energy                       | 3.58 kcal/g |
|                                                       | Arginine                                   | 1.16 %      |
|                                                       | Cystine                                    | 0.37 %      |
|                                                       | Glycine                                    | 0.81 %      |
|                                                       | Histidine                                  | 0.47 %      |
|                                                       | Isoleucine                                 | 0.85 %      |
|                                                       | Leucine                                    | 1.43 %      |
|                                                       | Lysine                                     | 1.05 %      |
|                                                       | Methionine                                 | 0.61 %      |
|                                                       | Phenylalanine                              | 0.87 %      |
|                                                       | Tyrosine                                   | 0.55 %      |
|                                                       | Threonine                                  | 0.72 %      |
|                                                       | Tryptophan                                 | 0.24 %      |
|                                                       | Valine                                     | 0.90 %      |
|                                                       | Serine                                     | 1.01 %      |
|                                                       | Aspartic Acid                              | 2.04 %      |
|                                                       | Glutamic Acid                              | 4.18 %      |
|                                                       | Alanine                                    | 1.00 %      |
|                                                       | Proline                                    | 1.30 %      |
|                                                       | Taurine                                    | 0.00 %      |
| <b>Fatty Acids &amp; Lipids</b>                       | Linoleic Acid                              | 2.08 %      |
|                                                       | Linolenic Acid                             | 0.16 %      |
|                                                       | Arachidonic Acid                           | 0.03 %      |
|                                                       | Omega-3 Fatty Acids                        | 0.21 %      |
|                                                       | Total Saturated Fatty Acids                | 3.70 %      |
|                                                       | Total Monounsaturated FAs                  | 3.95 %      |
|                                                       | Cholesterol                                | 31 ppm      |

|                             |                           |           |
|-----------------------------|---------------------------|-----------|
| <b>Minerals</b>             | Ash                       | 5.8 %     |
|                             | Calcium                   | 0.80 %    |
|                             | Phosphorus                | 0.50 %    |
|                             | Phosphorus (non-phytate)  | 0.25 %    |
|                             | Potassium                 | 0.80 %    |
|                             | Magnesium                 | 0.15 %    |
|                             | Sulfur                    | 0.25 %    |
|                             | Sodium                    | 0.43 %    |
|                             | Chloride                  | 0.70 %    |
|                             | Fluorine                  | 8.4 ppm   |
|                             | Iron                      | 170 ppm   |
|                             | Zinc                      | 110 ppm   |
|                             | Manganese                 | 120 ppm   |
|                             | Copper                    | 17 ppm    |
|                             | Cobalt                    | 0.63 ppm  |
|                             | Iodine                    | 1.45 ppm  |
|                             | Chromium (added)          | 0.02 ppm  |
|                             | Selenium                  | 0.30 ppm  |
| <b>Vitamins</b>             | Carotene                  | 0.2 ppm   |
|                             | Vitamin K                 | 3.0 ppm   |
|                             | Thiamin (B1)              | 12.5 ppm  |
|                             | Riboflavin (B2)           | 5.5 ppm   |
|                             | Niacin                    | 75 ppm    |
|                             | Pantothenic Acid          | 20 ppm    |
|                             | Choline                   | 1500 ppm  |
|                             | Folic Acid                | 2.9 ppm   |
|                             | Pyridoxine (B6)           | 9.6 ppm   |
|                             | Biotin                    | 0.30 ppm  |
|                             | Vitamin B12               | 51 mcg/kg |
|                             | Vitamin A                 | 18 IU/g   |
|                             | Vitamin D3 (added)        | 3.3 IU/g  |
|                             | Vitamin E                 | 66 IU/kg  |
|                             | Ascorbic Acid (Vitamin C) | 0.00 mg/g |
| <b>Caloric Distribution</b> | From Protein              | 19.896 %  |
|                             | From Fat (ether extract)  | 26.088 %  |
|                             | From Carbohydrates        | 54.016 %  |

<sup>1</sup>Formulation based on calculated values from the latest ingredient analysis information. Since nutrient composition of natural ingredients varies and some nutrient loss will occur due to manufacturing processes, analysis will differ accordingly.

<sup>2</sup>Nutrients expressed as percent of ration except where otherwise indicated. Moisture content is assumed to be 10.0% for the purpose of calculations.

<sup>3</sup>NDF = approximately cellulose, hemi-cellulose and lignin.

<sup>4</sup>ADF = approximately cellulose and lignin.

<sup>5</sup>Physiological Fuel Value (kcal/ gm) = Sum of decimal fractions of protein, fat and carbohydrate (use Nitrogen Free Extract) x 4,9,4 kcal/ gm respectively.

**Table S2.** Composition of the Western Diet (Teklad: TD.88137) used in experimental groups.

| <b>Formula (g/kg)</b> |                           |               |
|-----------------------|---------------------------|---------------|
|                       | <i>Nutrient/Component</i> | <i>Amount</i> |
|                       | Casein                    | 195.0         |
|                       | DL-Methionine             | 3.0           |
|                       | Sucrose                   | 341.46        |
|                       | Corn Starch               | 150.0         |

|                                                                       |                              |                    |
|-----------------------------------------------------------------------|------------------------------|--------------------|
|                                                                       | Andydrous Milkfat            | 210.0              |
|                                                                       | Cholesterol                  | 1.5                |
|                                                                       | Cellulose                    | 50.0               |
|                                                                       | Mineral Mix, AIN-76 (170915) | 35.0               |
|                                                                       | Calcium Carbonate            | 4.0                |
|                                                                       | Vitamin Mix, Teklad (40060)  | 10.0               |
|                                                                       | Ethoxyquin                   | 0.04               |
| <b>Selected nutrient information<sup>1</sup></b>                      |                              |                    |
|                                                                       | <i>% by weight</i>           | <i>% kcal from</i> |
| Protein                                                               | 17.3                         | 15.2               |
| Carbohydrate                                                          | 48.5                         | 42.7               |
| Fat                                                                   | 21.2                         | 42.0               |
| Cholesterol <sup>2</sup>                                              | 0.2%                         |                    |
| <b>Typical fatty acid analysis, % of diet<sup>3</sup></b>             |                              |                    |
|                                                                       | <i>Mean</i>                  | <i>SD</i>          |
| Total                                                                 | 20.7                         | 1.5                |
| Saturated fat                                                         | 12.8                         | 0.8                |
| Monounsaturated fat                                                   | 5.6                          | 0.5                |
| Polyunsaturated fat                                                   | 1.0                          | 0.2                |
| Unknown <sup>4</sup>                                                  | 1.3                          | 0.3                |
| <b>Typical fatty acid profile, % of total fatty acids<sup>3</sup></b> |                              |                    |
|                                                                       | <i>Mean</i>                  | <i>SD</i>          |
| Saturated fat                                                         | 61.8                         | 2.0                |
| Monounsaturated fat                                                   | 27.3                         | 2.1                |
| Polyunsaturated fat                                                   | 4.7                          | 0.8                |
| 4:0                                                                   | 2.1                          | 1.1                |
| 6:0                                                                   | 1.5                          | 0.7                |
| 8:0                                                                   | 1.1                          | 0.3                |
| 10:0                                                                  | 2.6                          | 0.5                |
| 12:0                                                                  | 3.3                          | 0.5                |
| 14:0                                                                  | 10.6                         | 0.9                |
| 16:0                                                                  | 28.9                         | 1.3                |
| 16:1                                                                  | 1.5                          | 0.2                |
| 18:0                                                                  | 12.5                         | 0.8                |
| 18:1 (Oleic)                                                          | 20.9                         | 2.6                |
| 18:1 Isomers <sup>5</sup>                                             | 4.0                          | 1.2                |
| 18:2 (Linoleic)                                                       | 2.3                          | 1.0                |
| 18:2 Isomers <sup>6</sup>                                             | 1.3                          | 0.5                |
| 18:3 (Linolenic)                                                      | 0.7                          | 0.2                |

<sup>1</sup> Values are calculated from ingredient analysis or manufacturer data.

<sup>2</sup> 0.15% added, 0.05% from fat source.

<sup>3</sup> n = 21, analysis conducted by two independent laboratories.

<sup>4</sup> Unidentified fatty acids and those contributing on average less than 0.5% of total fatty acids.

<sup>5</sup> Includes trans isomers elaidic and vaccenic acid and unidentified cis isomers.

<sup>6</sup> Includes trans isomers.

**Table S3.** RNA samples and sequencing data quality summary for all samples in the study.

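Table S3 gives RIN and read numbers per library. It lists 9 ND females, the number in the deposited counts used here, and the libraries of each near-identical group under separate names.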

| Sample ID | RIN | Raw reads | Raw data | Effective (%) | Error (%) | Q20 (%) | Q30 (%) | GC (%) | Sex    | Age at collection time (days) | Diet    |
|-----------|-----|-----------|----------|---------------|-----------|---------|---------|--------|--------|-------------------------------|---------|
| F6        | 7.6 | 47480236  | 7.1      | 95.22         | 0.03      | 97.93   | 94.09   | 46.44  | female | 530                           | Normal  |
| F7        | 7.2 | 41040518  | 6.2      | 92.62         | 0.03      | 97.91   | 94.10   | 46.39  | female | 530                           | Normal  |
| F8        | 5.9 | 40542370  | 6.1      | 93.89         | 0.03      | 97.84   | 93.78   | 46.04  | female | 530                           | Normal  |
| F9        | 7.3 | 39506202  | 5.9      | 94.32         | 0.03      | 97.67   | 93.50   | 47.30  | female | 530                           | Normal  |
| F11       | 6.4 | 52640650  | 7.9      | 94.48         | 0.03      | 97.81   | 93.87   | 46.11  | female | 530                           | Western |
| F12       | 6.9 | 44380528  | 6.7      | 92.94         | 0.02      | 97.99   | 94.22   | 46.77  | female | 530                           | Western |
| F13       | 7.5 | 61397196  | 9.2      | 94.12         | 0.03      | 97.86   | 93.98   | 46.94  | female | 530                           | Western |
| F14       | 7.2 | 52730940  | 7.9      | 95.71         | 0.03      | 97.89   | 94.01   | 46.44  | female | 530                           | Western |
| F15       | 8.1 | 47582722  | 7.1      | 97.30         | 0.03      | 97.94   | 94.12   | 47.29  | female | 530                           | Western |
| F26       | 6.0 | 57791222  | 8.7      | 95.77         | 0.03      | 97.83   | 93.93   | 46.72  | female | 640                           | Normal  |
| F27       | 5.4 | 57058412  | 8.6      | 96.61         | 0.03      | 97.90   | 94.10   | 46.56  | female | 640                           | Normal  |
| F28       | 4.9 | 53974628  | 8.1      | 93.67         | 0.03      | 97.77   | 93.88   | 45.85  | female | 640                           | Normal  |
| F29       | 4.1 | 40212506  | 6.0      | 97.47         | 0.03      | 97.63   | 93.61   | 46.46  | female | 640                           | Normal  |
| F30       | 5.6 | 61980142  | 9.3      | 96.92         | 0.03      | 97.82   | 93.97   | 46.51  | female | 640                           | Normal  |
| F31       | 7.7 | 54959646  | 8.2      | 95.22         | 0.03      | 97.80   | 93.77   | 48.34  | female | 640                           | Western |
| F32       | 6.9 | 44026534  | 6.6      | 97.17         | 0.03      | 97.88   | 94.03   | 46.08  | female | 640                           | Western |
| F33       | 6.8 | 48023452  | 7.2      | 96.75         | 0.03      | 97.77   | 93.81   | 46.25  | female | 640                           | Western |
| F34       | 6.2 | 49463808  | 7.4      | 96.58         | 0.03      | 97.79   | 93.83   | 46.46  | female | 640                           | Western |
| F35       | 6.5 | 47279372  | 7.1      | 96.68         | 0.03      | 97.74   | 93.81   | 46.03  | female | 640                           | Western |
| M6        | 5.4 | 58857082  | 8.8      | 95.95         | 0.02      | 98.01   | 94.41   | 47.28  | male   | 530                           | Normal  |
| M7        | 6.7 | 58064074  | 8.7      | 96.92         | 0.03      | 97.74   | 93.94   | 47.83  | male   | 530                           | Normal  |
| M8        | 4.2 | 56044176  | 8.4      | 95.86         | 0.03      | 97.66   | 93.81   | 46.87  | male   | 530                           | Normal  |
| M9        | 4.4 | 62833448  | 9.4      | 97.52         | 0.03      | 97.44   | 93.51   | 46.88  | male   | 530                           | Normal  |
| M10       | 6.0 | 46683450  | 7.0      | 96.93         | 0.03      | 97.81   | 93.97   | 47.03  | male   | 530                           | Normal  |
| M11       | 3.9 | 59752882  | 9.0      | 96.45         | 0.03      | 97.53   | 93.52   | 47.27  | male   | 530                           | Western |
| M12       | 5.0 | 53005760  | 8.0      | 96.05         | 0.03      | 97.89   | 94.09   | 46.71  | male   | 530                           | Western |
| M13       | 5.6 | 51982606  | 7.8      | 95.35         | 0.03      | 97.78   | 93.90   | 46.75  | male   | 530                           | Western |
| M14       | 5.3 | 41066522  | 6.2      | 96.37         | 0.03      | 97.74   | 93.87   | 46.65  | male   | 530                           | Western |
| M15       | 5.7 | 48638506  | 7.3      | 96.13         | 0.03      | 97.74   | 93.78   | 46.82  | male   | 530                           | Western |
| M26       | 5.1 | 49121604  | 7.4      | 97.55         | 0.03      | 97.3    | 93.20   | 45.68  | male   | 750                           | Normal  |

|     |     |          |     |       |      |       |       |       |      |     |         |
|-----|-----|----------|-----|-------|------|-------|-------|-------|------|-----|---------|
| M27 | 7.3 | 40129056 | 6.0 | 95.32 | 0.03 | 97.59 | 93.47 | 47.44 | male | 750 | Normal  |
| M28 | 3.6 | 48900676 | 7.3 | 97.86 | 0.03 | 97.06 | 92.92 | 45.48 | male | 750 | Normal  |
| M29 | 3.6 | 49081328 | 7.4 | 96.23 | 0.03 | 96.76 | 92.49 | 45.71 | male | 750 | Normal  |
| M30 | 5.7 | 47638898 | 7.1 | 96.54 | 0.03 | 97.41 | 93.46 | 45.19 | male | 750 | Normal  |
| M31 | 6.6 | 47038118 | 7.1 | 96.60 | 0.03 | 97.61 | 93.60 | 46.77 | male | 750 | Western |
| M32 | 3.8 | 50924890 | 7.6 | 97.40 | 0.03 | 97.12 | 92.94 | 45.55 | male | 750 | Western |
| M33 | 7.2 | 40032018 | 6.0 | 95.45 | 0.03 | 97.38 | 93.08 | 47.15 | male | 750 | Western |
| M34 | 7.5 | 58372882 | 8.8 | 97.45 | 0.03 | 97.57 | 93.57 | 47.14 | male | 750 | Western |
| M35 | 6.3 | 45787344 | 6.9 | 95.12 | 0.03 | 97.67 | 93.79 | 46.44 | male | 750 | Western |

**Raw reads:** total amount of reads of raw data each four lines taken as one unit (amount of read1 and read2).

**Raw data:** (Raw reads) \* (sequence length:150) calculating in G.

**Effective:** (Clean reads/Raw reads) \*100%.

**Error:** base error rate.

**Q20 Q30:** (Base count of Phred value > 20 or 30) / (Total base count).

**GC:** (G & C base count) / (Total base count).

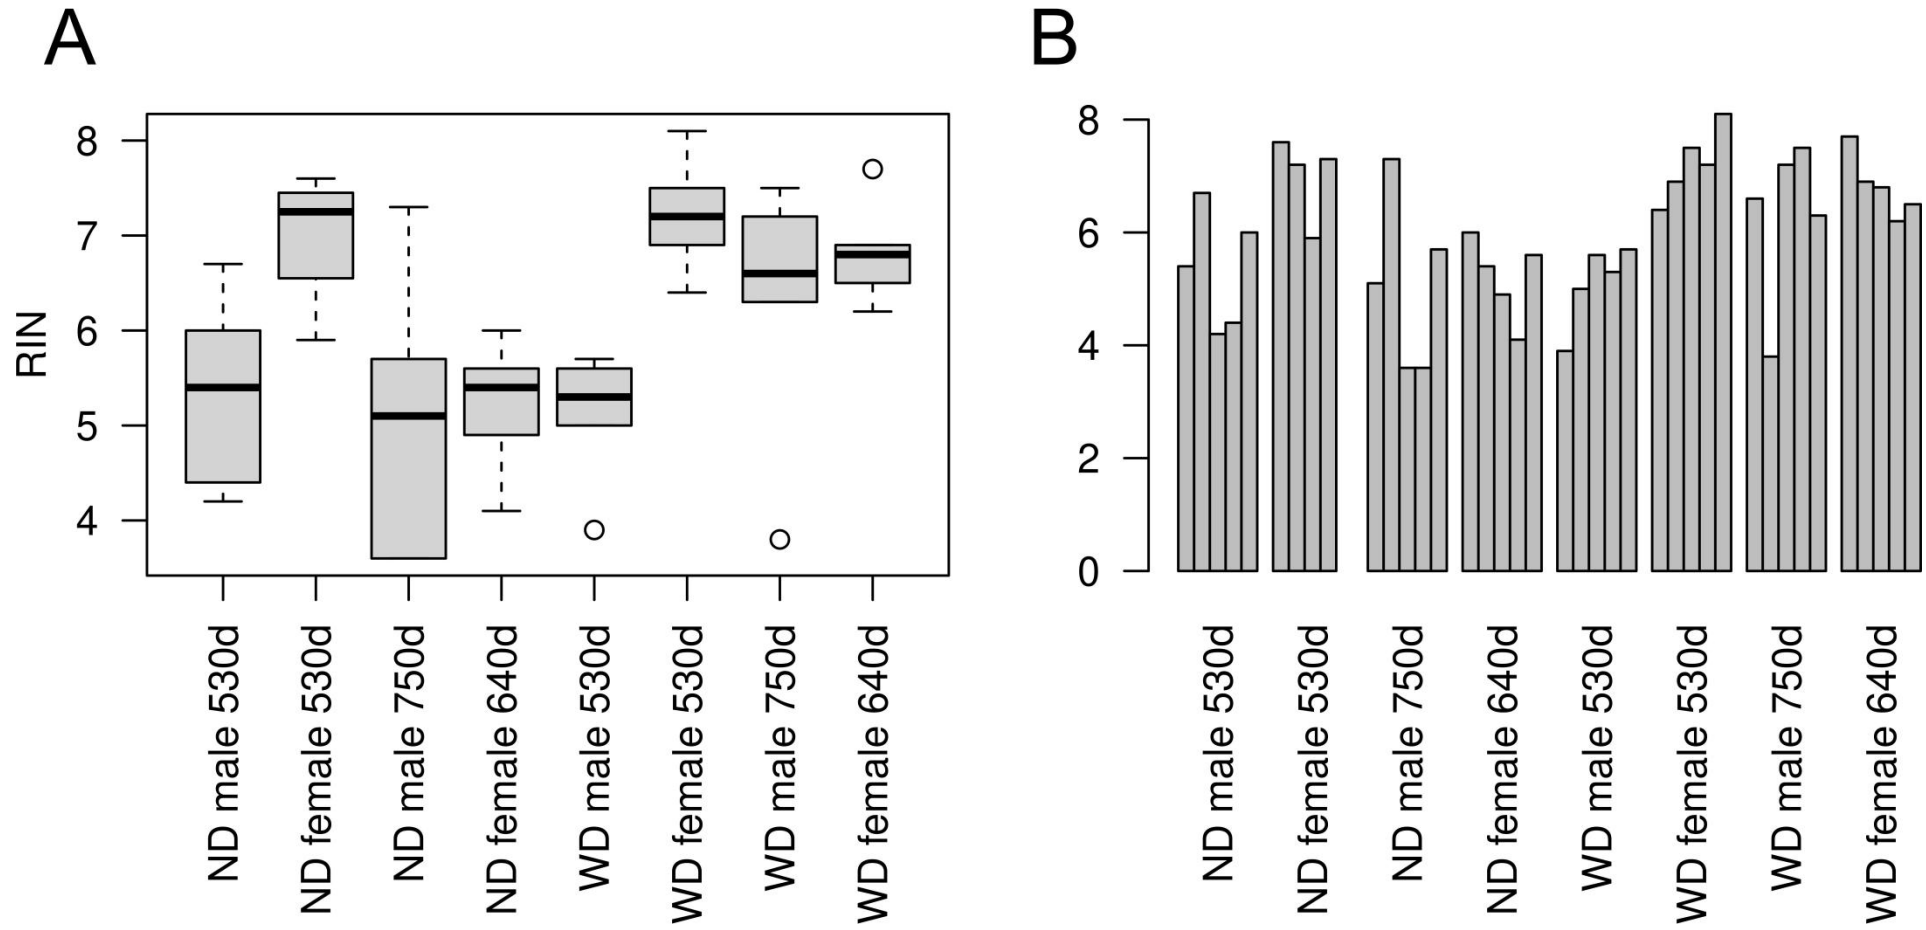

**Figure S1.** RNA integrity numbers (RIN) of unique experimental groups. The RIN values of RNA samples are presented as box plots (A) and bar plots (B).

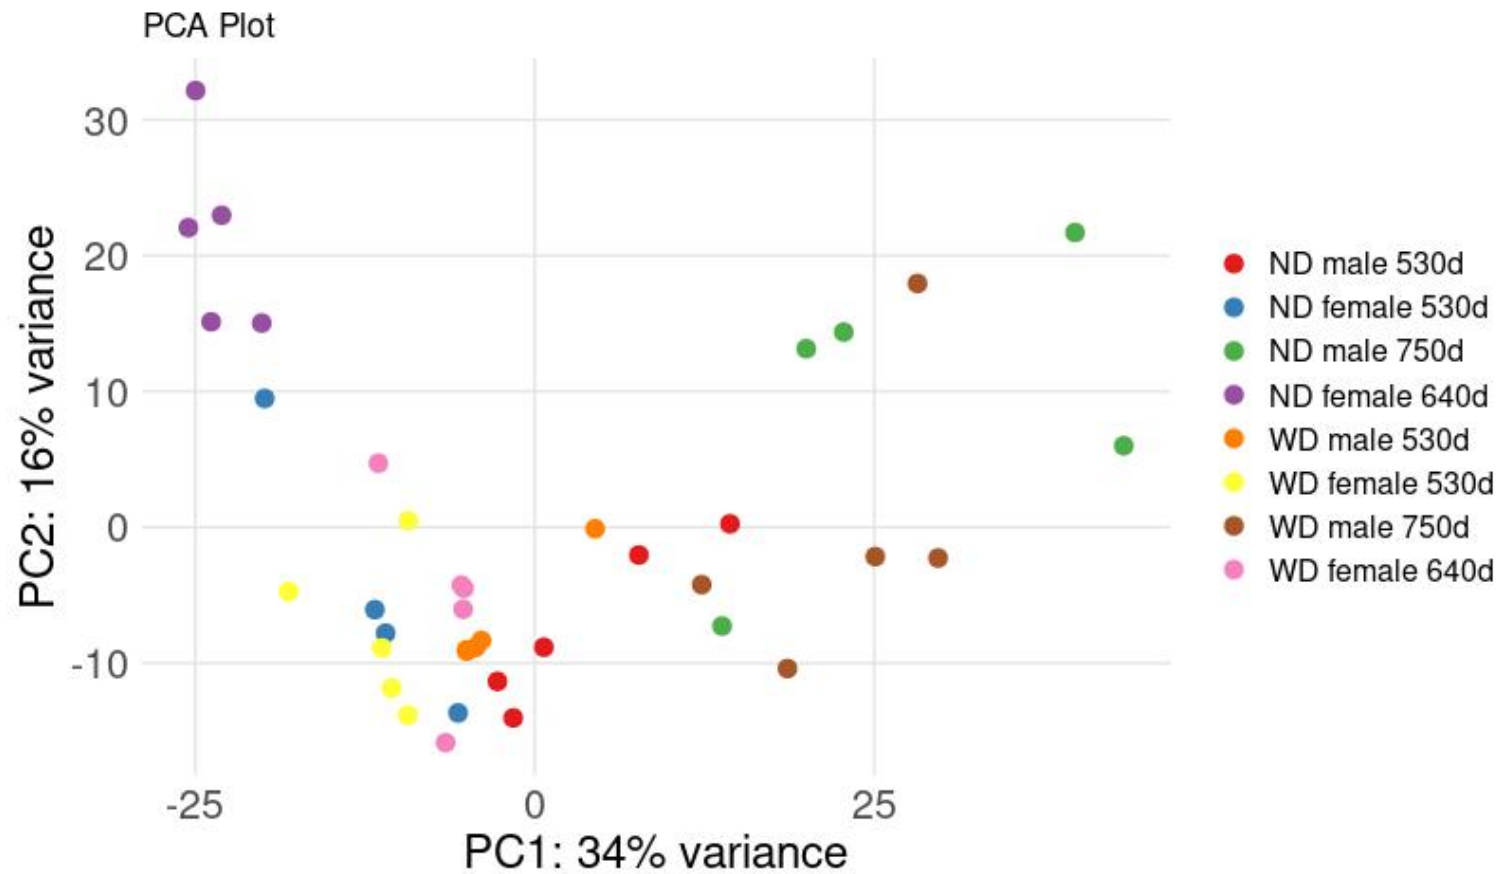

**Figure S2.** Principal component analysis by diet, sex, and collection age

PCA of transcriptomic profiles from all samples, colored by group: normal diet (ND) male 530d (red), ND female 530d (blue), ND male 750d (green), ND female 640d (purple), western diet (WD) male 530d (orange), WD female 530d (yellow), WD male 750d (brown), and WD female 640d (pink). Each point represents one sample. 

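From the counts of the 500 most variable genes, PC1 of the 39 libraries separated the 750 d males from the others. The PC1 scores of the 750 d males were between -26.8 and -7.45 and those of the 530 d males between 1.21 and 11.3, a difference of means of -23.6 (permutation test, two-sided, p = 2e-05). Females at 640 d were between 0.20 and 13.4 and at 530 d between -3.66 and 4.75, a difference of 5.87 in the other direction (exact permutation test, p = 0.00449).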

PC1 and PC2 explain 34% and 16% of the variance, respectively.

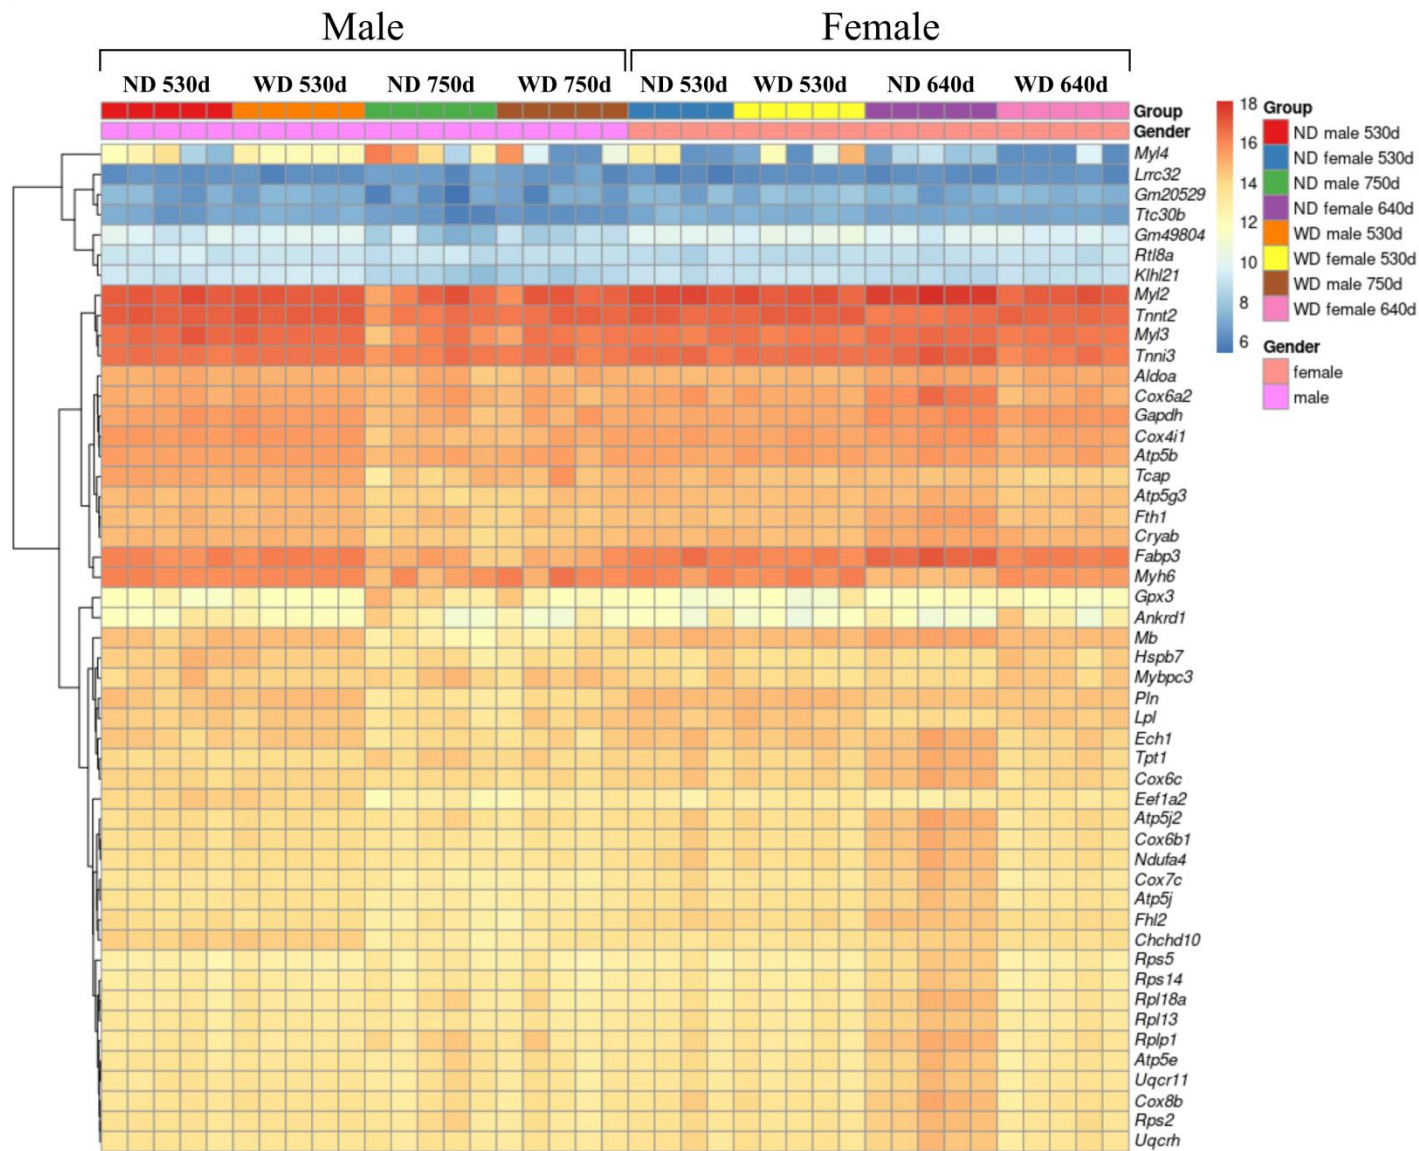

**Figure S3.** Heatmap of highly variable genes across diet, sex, and collection age

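Among the highly expressed genes, variance-stabilised expression averaged 15.9 for Lpl, 17.6 for Myh6 and 17.1 for Myl2 over the 39 libraries.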

Heatmap of the top 50 highly variable genes across samples, grouped by diet (normal diet (ND) vs western diet (WD)), sex, and collection age (530days, 640days/750days). Columns are annotated by sex and age category.

How the deposited data were processed for this re-analysis (not part of the article)

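RNA from the right ventricle of sham-treated mice on WD or ND was sequenced by the authors as poly-A paired-end libraries and aligned to mm39 with STAR 2.7.8a. The values analysed here are the read counts per gene that the authors deposited, made with HTSeq-count 1.99.2 without normalization. By the paper's account, the custom gene model keeps the 500 bp at the 3′ end of each gene. The count table has 76 columns. Of its libraries, 39 belong to the paper (10 WD and 10 ND males, 10 WD and 9 ND females). Another 36 come from irradiated ND mice that the paper does not report on, and 1 could not be mapped to a condition. The unmapped library was left out of every comparison of conditions. It enters only the filter over all 76 libraries and the pairs of libraries. The irradiated libraries have no collection age in their labels and, apart from that filter, enter only the closing section. Conditions, RIN and ages were taken from the sample labels and from Table S3. The labels give each of the 39 libraries as a separate mouse.

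Total counts per library were between 12282254 and 20343009. At this depth the filter of more than 20 counts in all 39 libraries kept 10995 genes. Genes under it were not compared, and intervals cover counting error only.

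Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. TMM factors were computed over the genes tested, and WD was compared with ND within each sex by the quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05, both ages together as in the paper. The same test was used for RIN as a number, for each age apart, for the diet by age and diet by sex interactions, and for sex with diet in the model. Log2 CPM per library used a prior count of 2. Genes associated with RIN in a sex at an adjusted p under 0.05 were removed from the DEGs, with RIN alone in the model, since the paper's text does not give the model of that step. Principal components were computed from DESeq2 1.42.0 variance-stabilised counts of the 500 most variable genes. Differences between groups of libraries were tested by two-sided permutation tests, exact with fewer than 10 libraries in a group and with 100000 resamples otherwise (10000 for interactions). PC1 was also compared between the ages in males with RIN or total counts in a linear model, and list means per library between the diets with RIN. The 39 libraries were kept as separate mice in these comparisons.

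Named genes are those the paper names in its results, discussion, Table 1 and figures, in the sex it names them for, with the 5 largest changes past the threshold in each diet comparison, the sex check genes, and list members where a list's result is given. This gave 31 named genes for the diet comparisons. Of 13 gene lists, 9 were tested with camera (inter-gene correlation 0.01): clock output arm, clock opposite arm, glucocorticoid-induced, immediate early, oxidative phosphorylation, cytosolic ribosomal proteins, collagens and extracellular matrix, class I MHC and interferon-induced, and endothelial. The atrial, adipose, red blood cell and sex check lists were used as checks of each library, which showed no difference between diets within a sex for adipose genes (males fell by 0.46 on the log2 scale, permutation p = 0.505, females by 0.64, p = 0.338), red blood cell genes (permutation p = 0.549 in males and 0.453 in females) or atrial genes (p = 0.431 and 0.961). Gene positions came from GENCODE vM39 on GRCm39.

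The comparisons, tests, lists, named-genes rule and alternatives listed next were set before the data were examined. Alternatives were DESeq2, DESeq2's size factors in edgeR, edgeR's own filter, no filter, a filter over all 76 libraries, all 39 libraries in 1 fit, collection age, RIN or both as covariates, a robust fit, other models for RIN, other inputs to the principal components, fry and an estimated correlation for lists, and leaving out each library in turn within an age. Counting near-identical libraries once, the comparison of collection ages and the list tests of the diet by sex interaction were added after seeing the data. Near-identical libraries were those with a mean chi-square under 5 per gene, a limit set after the gap between pairs was seen. The workflow was tested on simulated counts with known changes. Other splits of the libraries into groups of the same sizes were refitted, 100 per comparison with the real split included.

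Echocardiography, the left ventricle and the Enrichr libraries were not analysed here. Reads were not realigned.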

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

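The fit with RIN as covariate was set at the outset. Its use here as a test of RNA integrity in females was chosen only after the results it tests had been seen. So were the tests of total counts and the mitochondrial share at single ages, of lists per library with RIN in the model, of clock phase, of the 750 d males on PC1, of near-identical libraries and of their splits.

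Among 150 groups of 4 to 10 libraries, 17 had a library far from the others, where 7.5 are expected by chance: 6 of 64 groups for named genes (3.2 expected), 9 of 80 for values per library (4 expected) and 2 of 6 for Xist (0.3 expected). Per2 was at 63.3 CPM in ND male M30 (others 8.59 to 27.7), Id1 at 147 CPM in ND female F28 (lowest of the others 62.2), Cd52 at 43.4 in ND female F26 (3.92 to 17.4) and Slamf9 at 33.9 in the same library (4.77 to 18.2). Lypd8l was at 21.6 in WD female F13 (2.02 to 8.81) and 62.6 in ND female F27 (6.04 to 20.0). Total counts of ND female F6 at 530 d were 15476026 (12749294 to 13161552). The mitochondrial share of WD female F31 at 640 d was 19.1% (26.3% to 28.5%). The atrial list was at 2.71 log2 CPM in F34 (0.32 to 0.93) and 6.18 in M11 (5.36 to 5.49), the red blood cell list at 4.05 in F34 (4.96 to 5.23) and 7.62 in M11 (4.56 to 4.70), the clock opposite arm at 3.73 in F15 (4.11 to 4.24), and ribosomal genes at 8.80 in M11 (8.10 to 8.17) and 8.97 in M32 (7.61 to 8.00). Xist was at 5.67 log2 CPM in F28 (6.36 to 6.45) and 0.45 in F39, an irradiated female with no Y-linked signal (5.95 to 7.13). For M11 the other 4 libraries of the group are near-identical, and for F31 and F34 3 of the other 4 are, so the range they set is narrow. No biological explanation was tested for these.

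Of the 2850 pairs of the 76 libraries, 21 had near-identical counts, with a mean chi-square per gene up to 3.33, while the next pair stood at 5.66. The limit of 5 was set after this gap had been seen, so the gap decides nothing, and separate mice that happen to be alike stay open. The same reads under several names would give identical counts, and the lowest median chi-square was 0.700, which argues against it. Separate reads of 1 library would give a median of 0.455 if counting error were the only noise. Whether it was the only noise was not tested, so 1 library sequenced several times stays open. Over 2494 other genes, the highest median of the near-identical pairs of the 39 libraries was 0.834 against 0.955 or more in their other pairs and 1.04 or more in those of the same condition, which 1 RNA sample or mixture made into several libraries would give. Over all 76 libraries the 2 kinds of pair overlapped, with near-identical pairs up to 0.911 and others from 0.893. It is a candidate explanation, tested on the same data, and alike mice would give the same. Of the 21 pairs, 4 join libraries of different conditions, irradiated ND male M21 with each of the WD males M12 to M15. Diet, age or sex would not make such pairs, and no biological explanation was tested.

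The DEGs between WD and ND females numbered 1873, and diet effects differed by age for 1595 genes. Lower RNA integrity in ND females may contribute: 18 genes passed with RIN as covariate, 15 of them among the 1873, 95.9% of the 1873 had the sign that RIN slopes in irradiated ND libraries predict (79.8% of all genes), and 1 gene passed at 530 d, where RIN did not differ, against 4873 at 640 d, where it did. Transcript length was related to the change across genes (rho 0.523) and to the slope on RIN in the 19 females (rho 0.552). For the change it was 0.420 at 530 d and 0.460 at 640 d, and 0.346 and 0.225 with RIN as covariate, so RNA integrity may account for part of it and gene length stays open. GC content was not related (rho -0.0765), which argues against it. Total counts differed at 530 d (permutation p 0.0317), where 1 gene passed, and not detectably at 640 d (permutation p 0.302), which argues against library size. The mitochondrial share did not differ detectably at 640 d (permutation p 0.817), but 5 libraries per diet are too few to exclude a few genes taking most of the counts. Of 100 splits, 2 gave as many DEGs and 2 as many genes with a diet by age interaction. RIN differed with diet at 640 d, and an effect of diet on these genes stays open. Ribosomal genes, which changed by -0.71 per library in WD females, moved with them. In irradiated ND mice, 2328 genes in males and 4153 in females were associated with RIN, and their ages are not given.

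The clock output arm was lower in WD females by -0.55 per library and the opposite arm higher by 0.48. The effect differed between the sexes by -1.001 for the output arm, 0.73 for the opposite arm and -1.73 for their difference, and by -1.74 for Ciart. RNA integrity as the whole cause is argued against by the difference per library with RIN in the model, -0.757 (standard error 0.0921, permutation p = 1e-05), and by the predicted median of -0.20 against -0.57 observed. The median at 530 d was -0.56, close to the -0.57 of both ages together (per library permutation p = 0.0238, but 0.0714 counted once). The diet by age difference of the output arm per library was -0.0933 in females (permutation p = 0.787). Counted once it was -0.0721 (permutation p = 0.863). With the libraries as labelled, these values argue against an effect at 640 d only. Counted once, the change at 530 d was not past the threshold, and with so few libraries a difference in size between the ages stays open. The opposite movement of the arms, 0.48, is consistent with a shift of clock phase, which time of day at collection or diet could give, and no test here separates the 2. The call in females does not hold with an estimated correlation.

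Glucocorticoid-induced genes were 0.42 higher in WD males and differed by -0.42 between the sexes. With RIN in the model the difference per library was 0.379 (standard error 0.112, permutation p = 0.00252), which argues against RNA integrity as the whole cause. The median at 530 d was 0.21 (per library permutation p = 0.00794, but 0.0952 counted once), so an effect of 1 age and of both cannot be told apart. The camera test of lists with a fixed correlation called at least 1 list in 98 of the other splits in each sex, so its p alone is weak evidence. The immediate early list had an adjusted p of 0.034 that was lost under fry, so a response during dissection and a diet effect cannot be told apart with these lists.

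The diet by sex interaction gave 17 genes, among them Tspan4 (-1.33) and Ier3 (-1.08). Of 100 splits of the diets, 6 gave as many genes, so it may arise without diet. With near-identical libraries counted once 4 of 100 gave as many as the real 1 gene. Older and 530 d mice differed for 6830 genes in males and 4340 in females. On PC1 the 750 d males lay apart by -23.6. PC1 followed total counts over all males (r = 0.573), but with total counts in a linear model the ages still differed by -23.4 (standard error 2.84) and with RIN by -23.1 (standard error 2.18), which argues against either as the whole cause. Older females moved by 5.87 the other way, so age and other features of the 750 d libraries cannot be told apart. Age stays open as a biological explanation.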

How the results depend on the processing

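Counting near-identical libraries once, alone or with another change, was chosen only after seeing the data, as were the comparisons of collection ages and the list tests of the difference between the sexes, and all other alternatives named here were set at the outset. Of 544 values under the latter, 430 kept their direction and their side of the threshold or moved little, 60 lost the threshold, 11 gained it, 9 reversed and 34 moved. Of 313 values under alternatives added later the numbers were 181, 69, 27, 17 and 19. For the 31 named genes no fold change reversed: 259 of 310 values set at the outset were unchanged in call, 42 were weaker and 9 stronger, and of 93 added values 55, 35 and 3. Of the alternatives set at the outset, RIN as covariate weakened the most of these genes, 15. Collection age as covariate strengthened the most, 5, and weakened 1, while DESeq2 strengthened 3. Near-identical libraries counted once with RIN as covariate weakened 19. Where a count changed, the cause was not tested, unless the alternative uses fewer genes or fewer libraries.

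The number of female DEGs, 1873, fell to 18 with RIN as covariate, 24 with age and RIN, 732 with all 39 libraries in 1 fit and 591 without a filter, where more genes are tested, and rose to 3310 with age as covariate. Near-identical libraries counted once gave 14, and with RIN as covariate 3, with fewer libraries in the fit. After removal of RIN-associated genes, 132 became 429 with diet in the RIN model, 561 over all 39 libraries, and 2 with libraries counted once (Dbp and Ciart). In males DESeq2 gave 1 gene against 0 (189 at an unadjusted p under 0.05). RIN-associated genes in males rose from 2188 to 5475 over all 39 libraries.

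With ages apart, males at 530 d had 47 genes under DESeq2 against 0, and 0 to 4 across the fits that each left out 1 library (4 without M11, 1 without M9). Females at 530 d had 1 gene in the comparison as set, 16 with DESeq2, 3 with RIN as covariate, 2 with edgeR's own filter, 0 with libraries counted once (542 at an unadjusted p under 0.05), and 0 to 1 with each library left out (0 without F11, F12, F13, F14, F6, F7 or F9). Females at 640 d had 147 with RIN as covariate and 1953 counted once, against 4873. The diet by age interaction in females gave 34 genes with RIN as covariate and 4 counted once, against 1595. The diet by sex interaction gave 62 with DESeq2, 1 counted once and 2 counted once with RIN as covariate, against 17. Females against males gave 8100 at 530 d only, against 5045, and older against 530 d females gave 1071 with RIN as covariate and 1952 counted once, against 4340. Genes past the threshold in both sexes were 10 at an unadjusted p under 0.01, 5 of them changed in the same direction, against 0.

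The RIN difference between diets in males at 530 d, -0.24, ran from -0.525 to 0.1 with each library left out (0.06 without M11 and 0.1 without M7) and was -0.69 counted once, and in females at 530 d, 0.22, from -0.147 to 0.425 (reversed without F8, and 0 without F15). In females at 640 d it was 1.59 counted once, no longer past the threshold. PC1 shares moved little. No component was associated with diet with all genes past the filter or with genes scaled to unit variance, so those alternatives give no value.

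Of the gene lists, 6 were past the threshold in each sex. In males an estimated correlation left 2, fry 3, counted once with an estimated correlation 1, counted once with fry 1 and counted once with RIN and fry 1. In females an estimated correlation left 0, counted once 0 with it, counted once with fry 2 and with RIN and fry 2. The median of oxidative phosphorylation in males, -0.03, reversed to 0.0546 with RIN, 0.0543 with age and RIN and 0.0188 counted once with RIN. Ribosomal genes in males (-0.20) reached 0.0386 counted once with RIN, and endothelial genes in males (-0.03) 0.12 counted once and 0.0245 with RIN as well. In females glucocorticoid-induced genes (0.05) reached -0.0753 with RIN, -0.10 with age and RIN and -0.0750 counted once with RIN, and collagens (0.22) -0.0015, -0.0631 and -0.0298. The endothelial difference between the sexes, 0.17, reached -0.00824 counted once with RIN. The per-library glucocorticoid difference in females, 0.000325, was -0.00601 counted once. The clock opposite arm's diet by age difference in males, -0.02, was 0.0418 counted once. Lists overrepresented among female DEGs were 1 counted once, against 3. The share of female DEGs with the sign that RIN slopes predict was 95.9%, and 92.4% under both alternatives set at the outset and 100% counted once. For all genes in females it was 79.8%, and 77.2%, 77.1% and 81.2%. For all genes in males it was 59.0%, and 63.3%, 58.1% and 70.2%.

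Hypk and other genes under the filter were not compared. Hypk lies within Serf2, and whether depth or this overlap keeps its counts low was not tested.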

Differences from the paper's values

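The comparisons below use the paper's printed values, and no cause is named. Hypk, which the paper lists, had more than 20 counts in 3 of the 39 libraries, so it fails the paper's filter in the deposited counts. The counts or the filter behind the paper's values may therefore differ from those used here. In males the paper lists 6 DEGs, 4 higher and 2 lower on WD, against 0 here (189 at an unadjusted p under 0.05), and 5 after the RIN filter against 0. None of the alternatives set before the data were examined closed these gaps. DESeq2, the authors' tool, gave 1 gene, Rhobtb1 (higher on WD, adjusted p = 0.00327), which the paper also lists.

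In females the paper lists 36 DEGs against 1873 here. Of the alternatives set before the data were examined, only collection age and RIN together as covariates brought the count within 1.5 times the paper's, at 24 genes, and RIN alone gave 18. For the genes higher on WD the paper's value is 10 against 648, and the same alternative gave 11. For the genes lower on WD it is 26 against 1225, and no alternative closed the gap (13 with age and RIN). After the RIN filter the paper lists 21 genes, 6 higher and 15 lower, against 132, 75 and 57 here, and no alternative closed these gaps.

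The paper assigns sex to PC1. Here sex passed on PC2 and PC3, on PC2 with all genes past the filter, on PC2 and PC3 with log2 CPM and on PC3 alone with genes scaled to unit variance, so no alternative put it on PC1. It passed on no component with near-identical libraries counted once, chosen after seeing the data. The paper assigns RIN to component 35 with 0.4% of the variance, against PC2 with 21.6% here, and 21.1%, 23.1% and 22.2% under the alternatives, so none closed the gap. Fig. 2B shows PC1 at about 13%, read by eye, against 33.4% here and 33.6%, 32.3% and 36.8% under the alternatives. The PC1 shares printed in the paper's text and in its Figure S2 caption are close to the 33.4% here.

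Cbr2 has a log2 fold change of -0.624 in the paper's Table 1 against -1.09 here, a gap closed with age, RIN, or both as covariates. Smyd2 has -0.239 in the paper's table against -0.40 here, closed without a filter and with age, RIN, or both as covariates. Of the 24 Table 1 genes with a value here, 24 change in the paper's direction, and 17 have a larger change than in the paper. Of the 24, 2 differ from the paper by more than the spread between libraries, and 14 have an adjusted p under 0.05, all in females. Of the 19 female genes among them, 16 passed with DESeq2, 4 with RIN as covariate, 0 at 530 d and 17 at 640 d, and 4 with near-identical libraries counted once, chosen after seeing the data.

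DESeq2 also called Mtus2 (adjusted p = 0.0439) and Id1 (adjusted p = 0.0283), which the paper lists and edgeR does not call. Collection age as covariate called Mtus2 (adjusted p = 0.0230), Id1 (0.0127), Fhl1 (0.0357), Norad (0.0131) and Mif (0.0124), and DESeq2's size factors in edgeR called Id1 (0.0485). DESeq2 with near-identical libraries counted once, chosen after seeing the values, called Mtus2 (0.0180), Id1 (0.0178) and Mif (0.0278). Within the 530 d males, edgeR called Rhobtb1 when library M11 was left out (adjusted p = 0.0326).

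The paper states that no pathway was enriched among its female DEGs, tested with Enrichr. Here 3 of the 9 predefined lists were enriched among 1873 genes, 1741 of them associated with RIN. With near-identical libraries counted once, only the clock output list was. The tests differ in lists and in genes, so neither result contradicts the other. The paper discusses circadian genes for males, and here the clock output list moved in females as well, in the opposite direction.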

Other observations

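The correlation of Dkk3 and the splits of the libraries as labelled were set before the result was seen, and the tests of genes within exons, the splits with libraries counted once and the diet by sex list tests were chosen only after.

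Across the 20 male libraries Dkk3 followed the atrial list (r = 0.907, permutation p = 1e-05, the smallest possible, adjusted p = 5e-05 over 5 relations, Spearman rho 0.950). Without the 2 libraries farthest from the median r was 0.988, and within groups 0.973 at 530 d, 0.914 at 750 d, 0.988 on ND and 0.853 on WD. Atrial tissue may therefore contribute to differences in Dkk3.

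In males PC1 and RIN had r = -0.286 (permutation p = 0.221, adjusted 0.276), and PC1 and total counts r = 0.573 (permutation p = 0.00963, adjusted 0.0241, 0.512 without the 2 farthest libraries) with -0.189 within 530 d. The clock difference and RIN had r = 0.435 in males (permutation p = 0.0537) and -0.00779 in females (permutation p = 0.974), where it was 0.861 within ND and 0.831 within WD.

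Of 11 genes inside the exons of another gene, 90.9% were at 0. Counting over whole genes rather than the last 500 bp would give this, but the share is the observation itself, and it cannot be told apart from genes that the authors' gene model may leave out. No biological explanation was tested.

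Of 100 splits of the libraries, with the real split among them, 2 gave as many female DEGs as the real 1873 (largest other 1938), 1 as many after RIN removal and 22 as many gene lists. In males 100 of 100 splits gave at least the real 0 genes (189 at an unadjusted p under 0.05), 100 after RIN removal and 21 as many lists. At 530 d the split counts were 4 in females and 100 in males, at 640 d 1 in females and at 750 d 100 in males. The diet by age interaction gave 2 in females and 100 in males, female against male 1, and older against 530 d 1 in each sex. With libraries counted once the split counts were 3 for females, 100 for males, 1 of 35 for females at 640 d, 4 for the diet by sex interaction, 68 for lists in females and 5 for lists in males.

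In list tests of the diet by sex interaction, the clock output arm had a median difference of -1.04 (fry, adjusted p = 6.7e-05), the opposite arm 0.70 (6.1e-07) and the glucocorticoid-induced list -0.36 (0.021), and the other 6 lists had adjusted p of 0.12 or more. By camera, the test used for the diets within each sex, 8 of the 9 lists passed: these 3 (1.3e-11, 2.6e-04 and 3.3e-04), ribosomal (1.5e-17), oxidative phosphorylation (9.1e-18), collagen (3.4e-06), class I MHC (3.3e-04) and endothelial genes (9.8e-04), but not immediate early genes (0.741). So 5 of the 8 did not hold under fry. Class I MHC genes passed under fry too with near-identical libraries counted once (0.015).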
